# Transcriptome profiling of neurexin- and neuroligin-deficient Caenorhabditis elegans reveals pathways underlying developmental and behavioral dysfunction

**DOI:** 10.21203/rs.3.rs-10280322/v1

**Published:** 2026-07-08

**Authors:** Omamuyovwi Ijomone, Victor Anadu, Toheeb Oyerinde, Olayemi Ijomone, David Oyeniran, Michael Aschner

**Keywords:** Caenorhabditis elegans, Synaptic dysfunction, Neurexin and Neuroligin, Transcriptomics, Neurodevelopmental disorders

## Abstract

Neurexins and neuroligins are evolutionarily conserved synaptic adhesion molecules that play essential roles in synapse formation and neural circuit function, with mutations linked to neurodevelopmental disorders such as autism. Here, we combined whole-transcriptome sequencing with phenotypic characterization to define the molecular consequences of neurexin and neuroligin deficiency in *Caenorhabditis elegans*. Young adult worms carrying allele-specific loss-of-function mutations in *nrx-1* (*ok1649* and *tm1961*) or *nlg-1* (*ok259* and *tm474*), orthologues for human *NRXNs* or *NLGNs*, respectively, were subjected to RNA sequencing and compared with wild-type animals. Mutant strains exhibited impaired growth, altered locomotor activity, increased social aggregation, and reduced ventral nerve cord neuronal integrity. Transcriptomic analysis revealed extensive gene-expression changes, particularly in the *nrx-1* (*tm1961*) allele, with dysregulation of genes involved in cuticle development, neuronal signaling, protein homeostasis, innate immunity, mitochondrial organization, and transcriptional regulation. Gene Ontology and KEGG enrichment analyses identified significant perturbations in developmental, metabolic, stress-response, translational, and synaptic pathways. Together, these findings demonstrate that disruption of neurexin–neuroligin signaling drives transcriptional reprogramming that extends beyond synaptic dysfunction, linking molecular alterations to developmental, behavioral, and neuromorphological abnormalities.

## Introduction

The brain is one of the most complex biological systems, responsible for coordinating cognition, behavior, and adaptive responses to the environment. Its functional complexity arises not only from the total number of neurons it contains, but more critically from the intricate synaptic connectivity between them^1,2^. This connectivity supports efficient information processing, neural plasticity, and the emergence of complex neural networks^3,4^.

Central to the organization of structural and functional integrity of synapses are cell adhesion molecules (CAMs), a diverse class of transmembrane glycoproteins that mediate trans-synaptic interactions and coordinate synapse formation, specification, and plasticity^5^. These molecules not only physically connect pre- and postsynaptic membranes but also initiate intracellular signaling cascades that organize synaptic machinery^6^. Among these CAMs, neurexins and neuroligins are the most extensively studied and functionally characterized pair, forming a canonical trans-synaptic complex essential for synaptic development and function^7^.

Neurexins are predominantly presynaptic adhesion molecules encoded by three genes, *NRXN1*, *NRXN2*, and *NRXN3*, which generate α- and β-isoforms through alternative promoters and extensive alternative splicing^8,9^. This structural diversity enables neurexins to participate in a wide range of synaptic interactions, contributing to synaptic specificity^10,11^. Neuroligins, in contrast, are postsynaptic adhesion proteins encoded by *NLGN1*, *NLGN2*, *NLGN3*, and *NLGN4* (X/Y). They are localized to the postsynaptic membrane, where they interact with intracellular scaffolding proteins such as PSD-95 via PDZ-binding motifs, thereby organizing receptor complexes and postsynaptic density architecture^12,13^. Neuroligins also form Ca^2+^-dependent trans-synaptic complexes with neurexins through laminin G domains, a process that is essential for synapse assembly, maturation, and plasticity^14–16^. Together, these molecules ensure both structural stability and functional efficiency at synapses and play a crucial role in maintaining the balance between excitatory and inhibitory signaling. Disruption of this balance is a hallmark of many neurodevelopmental disorders^17,18^.

Alterations in neurexin and neuroligin function have been strongly implicated in neurodevelopmental disorders, particularly autism spectrum disorder (ASD, autism), which is increasingly viewed as a synaptopathy characterized by disrupted synaptic structure and function^19,20^. Genetic studies have identified mutations, deletions, and copy number variations in *NRXN* and *NLGN* genes in individuals with autism, intellectual disability, and related conditions^21^. Among these, deletions in *NRXN1* represent one of the most consistently replicated genetic risk factors and are associated with deficits in synaptic transmission and neural connectivity^22^. Similarly, mutations in *NLGN3* and *NLGN4* were among the first to be directly linked to autism, with the R451C substitution in *NLGN3* serving as a well-characterized example that alters synaptic function and behavior^23,24^.

Insights from animal models have been instrumental in elucidating the neurobehavioral consequences of these mutations. In mice, deletion of neuroligin genes has been shown to result in significant impairments in synaptic transmission and associated behaviors, despite relatively normal synapse numbers^25,26^. Knock-in models carrying autism-associated mutations, such as the *NLGN3* R451C variant, exhibit altered inhibitory synaptic transmission and behavioral abnormalities, including deficits in social interaction and changes in learning and memory^27–29^. Transcriptomic analyses of autism brains reveal dysregulation of synaptic adhesion pathways, including those involving neurexins and neuroligins, linking these alterations to changes in synaptic function, plasticity, and behavior^30^. The variability in clinical phenotypes associated with these mutations reflects the complexity of synaptic organization, where circuit-specific disruptions can lead to diverse neurodevelopmental outcomes^31–33^. Additionally, studies have shown that mutations leading to increased *NLGN4* expression can be detrimental, with overexpression associated with a spectrum of social and cognitive abnormalities ranging from Asperger syndrome to severe intellectual deficits and tics^21,34^

Despite substantial progress in understanding the roles of neurexins and neuroligins in synaptic formation and maintenance, a clear understanding of how they drive perturbations that trigger pathogenesis and progression of developing brain diseases remains elusive. In this context, it becomes necessary to leverage simple *in vivo* model systems, such as the innovative *Caenorhabditis elegans*, to tease apart the complex mechanistic basis. Comparative studies across model organisms further demonstrate that the functions of neurexins and neuroligins are evolutionarily conserved. The *C. elegans* has been shown to possess single orthologs of these genes (*nrx-1* and *nlg-1*), and their mutations have been shown to reduce synapse number, impair receptor localization, and disrupt synaptic plasticity and behavior, particularly sensory and social responses^35,36^. In this study, we explored transcriptomic changes in C. elegans carrying loss-of-function mutations in neurexin (nrx-1; alleles ok1649 and tm1961) and neuroligin (nlg-1; alleles ok259 and tm474), and supported these findings by characterizing developmental, behavioral, and neuromorphological phenotypes. These ASD-relevant mutant strains were systematically compared with wild-type animals to elucidate gene-specific effects.

## Results

### Nrx-1 and nlg-1-deficient worms show impaired growth and locomotion, and exaggerated repetitive movement

To evaluate the worm's physical growth (developmental) rate, we quantified the body length of worms deficient in *nrx-1 (ok1649), nrx-1 (tm1961)*, *nlg-1 (ok259)*, and *nlg-1(tm474)* compared to N2 (WT) at the young adult stage.

We observed a significant decrease in body length in both *nrx-1* mutant strains relative to N2 (WT), with *nrx-1* (*tm1961*) exhibiting a more pronounced effect (Fig. 1A). On the other hand, only the *nlg-1* (tm474) mutant displayed a significant decrease in body length compared to N2. To test the general locomotion of worms, we scored the number of body bends off food over a 3-min interval. Hyperlocomotion was observed in *nrx-1 (ok1649)* and *nrx-1 (tm1961)* mutant strains when compared to N2. Conversely, the *nlg-1* mutant strains exhibited a significant reduction in body bends. Finally, we measured repetitive locomotion by scoring “head-tail-head” movements. We found that *nrx-1* mutant strains showed a significant increase in repetitive actions. However, there are no changes observed in *nlg-1* mutant worms when compared to N2 (WT).

#### C. elegans social behavior is altered in nrx-1 and nlg-1 loss-of-function mutants:

Clumping and bordering are sensitive social behavioral parameters in *C. elegans*. Naturally, *C. elegans* feed solitarily and disperse across the bacterial lawn; however, under certain genetic or environmental stressors, they exhibit altered behaviors: 'clumping,' where animals aggregate in clusters on the lawn, and 'bordering,' where they accumulate at the edge of the lawn (Fig. 1D). To investigate how alterations in *nlg-1* and *nrx-1* influence these social phenotypes, we quantified the clumping and bordering behaviors of mutants compared to N2 (WT) (Fig. 1E–F). Our results demonstrated a significant increase in clumping activity across all mutant strains compared to the N2 control. Regarding bordering behavior, both *nrx-1* mutant strains and the *nlg-1 (tm474)* mutant exhibited a significant increase in bordering frequency (*P < 0.05*). Conversely, *nlg-1 (ok259)* displayed a distinct phenotype, showing a significant reduction in bordering activity compared to the wild type.

### Loss of *nrx-1* and *nlg-1* function alters morphological features of VNC neurons

To support our behavioral findings, we evaluated neuronal integrity using DAPI staining. This fluorescent dye binds strongly to DNA and is commonly used to visualize and quantify cells, as well as assess nuclear integrity. The organization and spatial distribution of neuronal nuclei within the ventral nerve cord (VNC) are essential for preserving neuronal connectivity and functional integrity. Neurons and their nuclei within the VNC of *C. elegans* offer simple, yet important insights into the molecular and cellular mechanisms that govern neuronal development, function, and plasticity^37^. Our results demonstrate that loss of *nrx-1* and *nlg-1* functions reduced the number of viable VNC neurons (Fig. 1H, P *< 0.001*). Furthermore, morphometric analysis revealed a significant reduction in the average VNC neuronal nuclear size (area) in both *nrx-1* and *nlg-1* mutant worms (Fig. 1G, 1I, P *< 0.001*). These findings suggest that the loss of these synaptic genes predisposes worms to an altered ventral nerve cord morphology.

### Distribution of read counts in RNA-Seq analysis

Read counts were examined before and after normalization. The original counts were normalized to adjust for factors, including variations in sequencing yield between samples. These normalized read counts were used accurately to determine differentially expressed genes. Supplementary Fig. 1 (S1) shows the read counts for each sample before and after the normalization.

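Total RNA from 20000 synchronized worms per sample, collected 48 h after the L1 stage and kept at 20 °C, was sequenced in 15 libraries, 3 each of N2 (the wild-type strain), *nrx-1* (ok1649), *nrx-1* (tm1961), *nlg-1* (ok259) and *nlg-1* (tm474). The authors trimmed the reads with Trimmomatic, aligned them with STAR to the *C. elegans* genome from Ensembl and counted uniquely mapped reads on annotated exons with featureCounts, and the deposited values are these counts without normalization. Total counts ran from 22028366 to 24084262 in N2 (median 23101661), from 13892075 to 20097421 in *nrx-1* (ok1649) (median 14677155), from 17311098 to 23094423 in *nrx-1* (tm1961) (median 19968954), from 17701117 to 21177612 in *nlg-1* (ok259) (median 17765736) and from 10152578 to 26211067 in *nlg-1* (tm474) (median 19644291). Every pair of replicates of one strain differed by more than the sampling noise. Each mutant strain was compared with N2 in edgeR's quasi-likelihood test with TMM normalization, and genes with an adjusted p (Benjamini-Hochberg) below 0.05 and an absolute log2 fold change above 1 were taken as DEGs, the criteria of the paper, which used DESeq2. Counts on noncoding RNA genes made up 4.03% to 5.497% of the N2 libraries and 15.6% to 26.4% of the *nrx-1* (tm1961) libraries. In the other strains the replicates lay apart, from 3.51% to 25.3% in *nrx-1* (ok1649), from 2.99% to 30.3% in *nlg-1* (ok259) and from 4.99% to 20.3% in *nlg-1* (tm474).

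**Figure D1:**
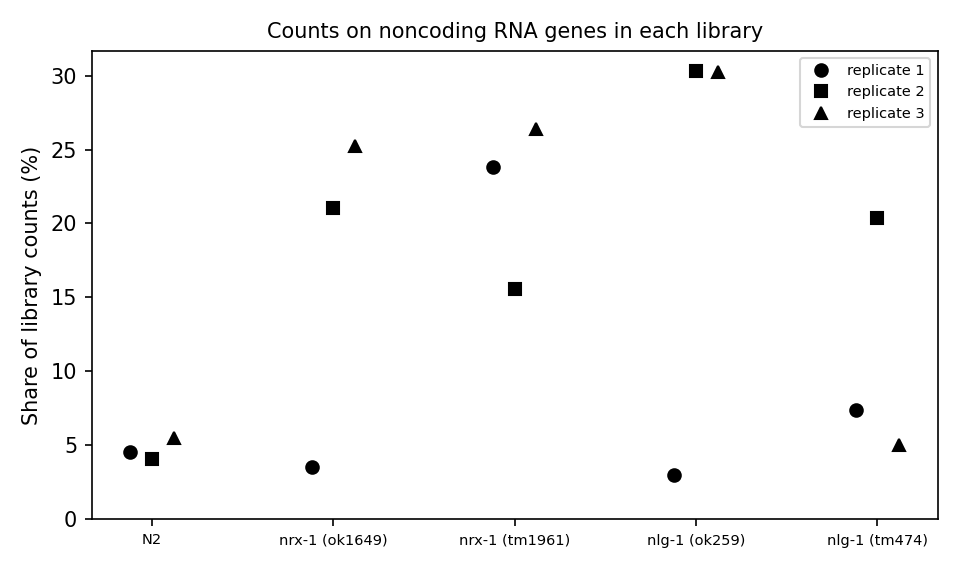
Share of each library's counts on noncoding RNA genes, in percent, for the 3 replicates of N2 and of each mutant strain. The N2 libraries lie between 4.03% and 5.497%, and the *nrx-1* (tm1961) libraries between 15.6% and 26.4%.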

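Levels of single genes are given as CPM scaled with the TMM factors. In *nrx-1* (ok1649), *nrx-1* (WBGene00007799, chromosome V, 10825011 to 10846703) had 11.0 ± 1.03 CPM in N2 and 7.63 ± 1.28 in *nrx-1* (ok1649) (SD, n = 3 each), a log2 fold change of -0.53 (standard error 0.40, adjusted p = 0.516 from edgeR). The log2 fold change was -0.92 without replicate 2 of that strain and -0.89 without N2 replicate 3. *nrx-1* (tm1961) gave a log2 fold change of -0.90 for *nrx-1* (standard error 0.36, adjusted p = 0.130), and the adjusted p was below 0.05 with the replicate number as a block (-0.95, adjusted p = 0.0439), where the fold change did not reach the criterion for a DEG, and without replicate 1 of the strain, where it did (-1.26, adjusted p = 0.0230), all in edgeR, with adjusted p from 0.0230 to 0.399 over the alternatives. In *nlg-1* (ok259), *nlg-1* (WBGene00006412, chromosome X, 13625373 to 13631172) had 15.9 ± 3.43 CPM in N2 and 8.28 ± 0.483 in *nlg-1* (ok259) (SD, n = 3 each), a log2 fold change of -0.95 (standard error 0.37, adjusted p = 0.333 from edgeR). Without replicate 1 of that strain its adjusted p in edgeR was 0.0387 (log2 fold change -0.93, not enough for a DEG), and with the noncoding share of each library as a covariate its log2 fold change was 0.028, with adjusted p from 0.0387 to 0.988 over the alternatives. For *nlg-1* in *nlg-1* (tm474) the log2 fold change was -2.18 (standard error 0.68, adjusted p = 0.588 from edgeR), and -3.32 without replicate 3 of the strain (adjusted p = 0.102 from edgeR, with 0.0570 to 1.000 over the alternatives). Reads on *nlg-1* were counted in every *nlg-1* (ok259) library, 140, 178 and 177 counts against 393, 327 and 312 in N2, and counts per gene do not show whether these reads lie outside the deletion. Lower values were also found in strains without the mutation. The log2 fold change of *nlg-1* was -1.18 in *nrx-1* (ok1649) (standard error 0.61, adjusted p = 0.339 from edgeR) and -0.87 in *nrx-1* (tm1961) (standard error 0.69, adjusted p = 0.384), and that of *nrx-1* was -0.49 in *nlg-1* (ok259) (standard error 0.38, adjusted p = 0.571 from edgeR) and -0.33 in *nlg-1* (tm474) (standard error 0.48, adjusted p = 0.922), and whether the fall of a gene differs between strains was not tested. *nlg-1* was a DEG without replicate 1 of the strain in *nrx-1* (ok1649) (-2.08, adjusted p = 0.00800 from edgeR, with 0.00800 to 0.736 over the alternatives) and in *nrx-1* (tm1961) (-2.16, adjusted p = 0.0156, with 0.0156 to 0.991), and in the latter also with the block (-1.32, adjusted p = 0.0406). In *nrx-1* (tm1961) it was -0.53 without replicate 2 and -0.44 without replicate 3, and 0.018 with the noncoding share as a covariate. *nrx-1* was -0.29 without replicate 1 of *nlg-1* (ok259), and -0.057 and -0.62 without replicates 1 and 3 of *nlg-1* (tm474).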

### Impact of *nrx-1/nlg-1* loss-of-function (LOF) on gene expression profile in *C. elegans*

Gene expression profiles of worms with LOF mutation in *nrx-1 or nlg-1* follow total RNA-Seq revealed that, compared to the N2 wildtype control, *nrx*-1 (ok1649), *nrx*-1 (tm1961), *nlg*-1 (ok259), and *nlg*-1 (tm474) exhibited 448, 1912, 352, and 21 significantly upregulated genes, respectively, and 261, 1497, 506, and 30 significantly downregulated genes, respectively. Among these differentially expressed genes (DEGs), a total of 4 were consistently upregulated and downregulated across all mutant strains compared to the wild-type control, resulting in 8 genes showing consistent expression changes (Fig. 2E–H; Supplementary Figs. 2–3 (S2, S3)).

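With edgeR's quasi-likelihood test, 0 genes were higher and 4 lower in *nrx-1* (ok1649) than in N2, of 15957 tested. No gene passed both criteria in *nrx-1* (tm1961) (16268 genes tested), *nlg-1* (ok259) (15905) or *nlg-1* (tm474) (15947), where the smallest adjusted p were 0.0745, 0.103 and 0.262. At an unadjusted p below 0.05, 2073 genes were higher and 815 lower in *nrx-1* (ok1649), 3026 and 2539 in *nrx-1* (tm1961), 1025 and 1235 in *nlg-1* (ok259), and 829 and 512 in *nlg-1* (tm474). Without replicate 1 of the strain, 3582 genes were higher and 4160 lower in *nrx-1* (ok1649), 3164 and 2944 in *nrx-1* (tm1961), and 3246 and 3832 in *nlg-1* (ok259), against 0 and 0 in *nlg-1* (tm474). Leaving out any other single library gave 0 DEGs in *nrx-1* (tm1961) and *nlg-1* (ok259), and at most 3, all lower, in *nrx-1* (ok1649). All calls made without replicate 1 of a strain rest on that choice. It leaves *nrx-1* (ok1649) and *nlg-1* (ok259) only libraries with noncoding shares from 21.0% to 30.3%, against at most 5.497% in N2. Without replicate 3 of *nrx-1* (ok1649) or any one N2 library, 0 genes were lower in *nrx-1* (ok1649). DESeq2 on the same 6 libraries gave 369 higher and 233 lower in *nrx-1* (ok1649), 1641 and 1517 in *nrx-1* (tm1961), 207 and 427 in *nlg-1* (ok259), and 21 and 31 in *nlg-1* (tm474). With the replicate number as a block, edgeR gave 2605 higher and 2522 lower in *nrx-1* (tm1961). The same block gave 0 DEGs in each of the other strains. Neither the labels nor the paper state that libraries of the same number share a batch. The pairing rests on correlations of library deviations alone (0.673, 0.182 and 0.633 for replicates 1, 2 and 3). All results given with the block hold only if this pairing is real. In counts simulated with the spread of these comparisons, where 200 genes changed 4-fold, edgeR recovered 0.500% of the changed genes for *nrx-1* (ok1649), 24.0% for *nrx-1* (tm1961), 2.50% for *nlg-1* (ok259) and 3.00% for *nlg-1* (tm474). In that setting edgeR therefore missed most changes of that size. The simulation used a common dispersion for all genes and drew genes independently. It does not show how many such changes were missed here, where far more genes had an unadjusted p below 0.05. DESeq2 recovered between 28.5% and 46.5% there, with 18 to 28 calls of unchanged genes per comparison, against at most 1 with edgeR. The lower DEGs of *nrx-1* (ok1649) with the smallest adjusted p were Y102A5C.6, Y102A5C.5 and Y102A5C.36, neighbours on chromosome V between 16926922 and 16930063, with 0 counts in every *nrx-1* (ok1649) library, at least 155.2-fold, 95.6-fold and 45.8-fold lower than in N2. These 3 genes also had 0 counts in every library of *nlg-1* (ok259), which carries a mutation of another gene. A strain variant therefore stays open as the source of these DEGs. The remaining lower DEG was Y49E10.16 (log2 fold change -4.33, standard error 0.50, adjusted p = 0.0491 from edgeR), named after its value was seen.

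**Figure D2:**
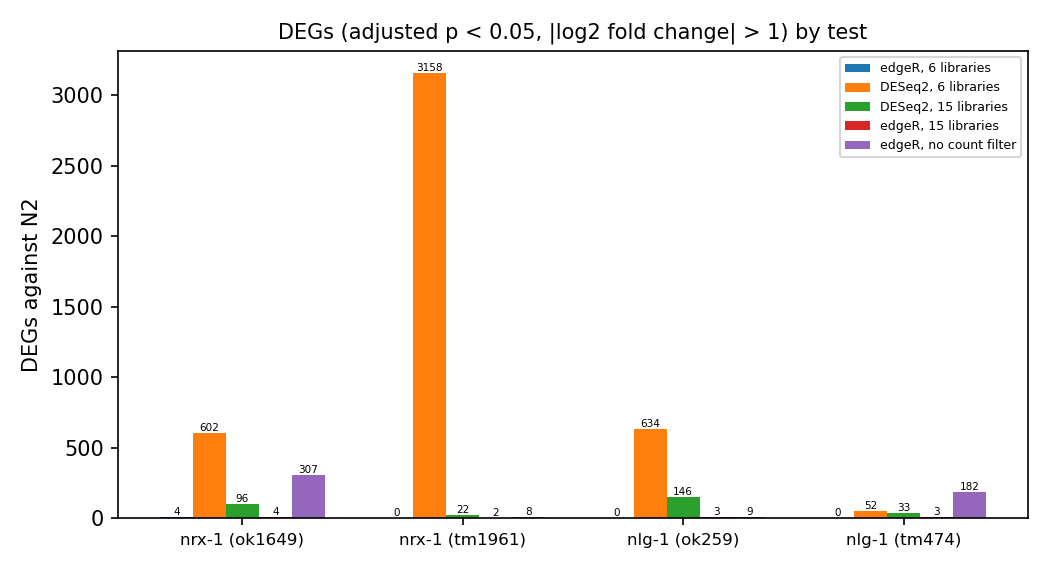
Number of DEGs of each mutant strain against N2, with the count above each bar, under 5 ways of testing the same counts. DESeq2 on 6 libraries gives 3158 DEGs in *nrx-1* (tm1961), where edgeR gives 0.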

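No gene passed the criteria in all 4 strains with edgeR, which called no DEG in 3 of them. With DESeq2 on the 6 libraries of each comparison, 4 genes were higher in all 4 strains (*cyp-25A1*, *dod-21*, *dod-24* and E04F6.15) and 3 lower (*lys-6*, *nspb-6* and R07C3.17). The log2 fold changes of the strains were correlated across genes, with Pearson's r from 0.708 to 0.882 and Spearman's rho from 0.701 to 0.891 over the 6 pairs of strains. Without replicate 2 of *nlg-1* (tm474), r of that strain was 0.477 with *nrx-1* (ok1649), 0.308 with *nrx-1* (tm1961) and 0.402 with *nlg-1* (ok259). All strains were compared with the same 3 N2 libraries, and unchanged strains simulated with shared controls gave r from 0.203 to 0.288. The simulation drew genes independently, and genes are not independent replicates.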

### *Nrx-1/nlg-1* loss downregulates genes encoding developmental and structural organization processes

The mutant strains showed downregulation of genes in the unfolded protein response (UPR), which encodes proteins active at the endoplasmic reticulum membrane, respond to stress, and are involved in pharynx development. Notably, *abu-1*, *abu-4*, *abu-6*, *abu-7*, *abu-8*, *abu-10*, *abu-11* genes were downregulated in *nrx-1* (ok1649) strain, *abu-6*, *abu-7*, *abu-8* in *nrx-1* (tm1961), and *abu-6*, *abu-7*, *abu-8*, *abu-10*, *abu-11*, *abu-15* in *nlg-1* (ok259). Furthermore, collagen genes which are parts of collagen trimer and are involved in collagen and cuticulin based cuticle development were consistently downregulated in the *nrx-1* (ok1649) [*col-157, col-170*], *nrx-1* (tm1961) [*col-76, col-92, col-93, col-94, col-124, col-139, col-155, col-159, col-39*], and *nlg-1* (ok259) [*col-10, col-34, col-39, col-92, col-109, col-118, col-125, col-130, col-133, col-144, col-145, col-147, col-155, col-157, col-168, col-169, col-170, col-186*] strains. 

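All 7 listed *abu* genes in *nrx-1* (ok1649), 3 in *nrx-1* (tm1961) and 6 in *nlg-1* (ok259) were lower than in N2, each with an unadjusted p below 0.05 in edgeR. None passed the adjusted threshold over all genes tested (smallest adjusted p 0.212, 0.122 and 0.175), while all did when adjusted over the list alone, which is not independent evidence, since the lists were chosen on these libraries. Over all the lists of genes the paper gives as changed, 51 of 51 genes in *nrx-1* (ok1649), 177 of 181 in *nrx-1* (tm1961), 63 of 65 in *nlg-1* (ok259) and 5 of 5 in *nlg-1* (tm474) passed when adjusted over the list alone, as many as had an unadjusted p below 0.05, and 0 passed over all genes tested. In *nrx-1* (tm1961), 174 of these changed in the direction the paper gives, the exceptions being *unc-29*, *mrpl-40* and *twk-24*. In that direction and by both criteria, edgeR called 175 of the 181 listed genes in *nrx-1* (tm1961) with the replicate number as a block, and without replicate 1 of the strain 49 in *nrx-1* (ok1649), 162 in *nrx-1* (tm1961) and 58 in *nlg-1* (ok259), while DESeq2 called 44, 171, 47 and 4 in *nrx-1* (ok1649), *nrx-1* (tm1961), *nlg-1* (ok259) and *nlg-1* (tm474). For *abu* genes the block gave 3 calls in *nrx-1* (tm1961), and leaving out replicate 1 gave 7, 3 and 6 in the 3 strains. The log2 fold changes ran from -2.75 to -2.17 in *nrx-1* (ok1649), from -2.82 to -2.55 in *nrx-1* (tm1961) and from -3.93 to -2.59 in *nlg-1* (ok259). The 3 mutant libraries lay below the 3 N2 libraries for 7, 1 and 6 of them, where chance gives 10% in either direction. Over every *abu* gene tested, the median log2 fold change was -2.26 in *nrx-1* (ok1649) (11 genes, camera with a preset correlation of 0.01, adjusted p = 5.67e-07), -2.26 in *nrx-1* (tm1961) (12 genes, adjusted p = 9.45e-04) and -2.81 in *nlg-1* (ok259) (11 genes, adjusted p = 9.55e-07). In *nrx-1* (tm1961) it was -4.01 without replicate 1 of the strain. In *nlg-1* (tm474), for which the paper lists no *abu* gene, it was -1.85 (camera, adjusted p = 2.00e-06, fry, adjusted p = 0.544). Of the 35 family results set against the paper's statements, 30 passed an adjusted p of 0.05 with this test and 0 with the correlation estimated from these libraries. The rotation test fry passed 8 of the 30, the *dhs*, *cct*, *lin*, ribosomal protein, proteasome and mitochondrial genome families in *nrx-1* (tm1961), the mitochondrial ribosomal protein genes in *nrx-1* (ok1649) and the *ant* genes in *nlg-1* (ok259), and besides these the *gpx* genes in *nrx-1* (ok1649). Scaling by library totals shifted the median of all genes by 0.13 in *nrx-1* (tm1961), 0.15 in *nlg-1* (ok259) and -0.14 in *nlg-1* (tm474), and the size factors of DESeq2 by 0.12 in *nlg-1* (ok259).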

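The listed collagen genes were lower than in N2 in every case, 2 of 2 in *nrx-1* (ok1649), 9 of 9 in *nrx-1* (tm1961) and 18 of 18 in *nlg-1* (ok259), with unadjusted p below 0.05 and no adjusted p below it in edgeR. In *nrx-1* (ok1649) neither gene had its 3 mutant libraries outside the range of N2, against 8 of 9 in *nrx-1* (tm1961) and 12 of 18 in *nlg-1* (ok259). The fall was largest for *col-170* in *nrx-1* (ok1649) and in *nlg-1* (ok259), with log2 fold changes of -3.23 and -3.62, and for *col-93* in *nrx-1* (tm1961) (-2.48). The median over all *col* genes tested was -0.63 in *nrx-1* (ok1649), -0.89 in *nrx-1* (tm1961) and -1.21 in *nlg-1* (ok259) (camera, adjusted p = 3.97e-07, 2.13e-04 and 4.28e-09). In *nlg-1* (tm474), for which the paper lists no collagen gene, it was -0.48 (camera, adjusted p = 7.81e-05, fry, adjusted p = 0.607). It moved to -1.56 without replicate 1 of the strain, -1.303 without replicate 2 of the strain, -0.41 without N2 replicate 2 and -1.098 without N2 replicate 3 in *nrx-1* (ok1649), and to -1.51 without replicate 1 of the strain and -0.53 without replicate 3 of the strain in *nrx-1* (tm1961). With the replicate number as a block 9 of the listed genes were DEGs in *nrx-1* (tm1961). The DEGs among them without replicate 1 of the strain were 0 in *nrx-1* (ok1649), where 1 had an unadjusted p below 0.05 in that fit, 6 in *nrx-1* (tm1961) and 13 in *nlg-1* (ok259).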

The *nrx-1*(tm1961) strain also had downregulation of actin genes (*act-2, act-3, act-4, act-5*), which are involved in cytoskeleton organization and are predicted to be structural constituents of the cytoskeleton.

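All 4 listed actin genes were lower in *nrx-1* (tm1961) than in N2, by log2 fold changes from -1.79 (*act-4*) to -1.33 (*act-2*), and the smallest adjusted p was 0.0753 in edgeR. For 3 of them the strains' libraries did not overlap. Both criteria were met by 4 with the replicate number as a block and by 3 without replicate 1 of the strain. The 5 actin genes tested had a median of -1.37 (camera, adjusted p = 0.00321). With the noncoding share of each library as a covariate in a fit over all 15 libraries, chosen after the shares were seen, the median was 0.39 (camera, adjusted p = 0.620, and from 9.53e-05 to 0.620 over all alternatives).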

#### Nrx-1/nlg-1 mutations alter genes regulating stress response and homeostasis:

Notably, upregulation in genes involved in stress responses was observed across strains, including glutathione S-transferase in *nrx-1* (ok1649) [*gst-5, gst-6, gst-8, gst-12, gst-13*], *nrx-1* (tm1961) [*gst-2, gst-3, gst-5, gst-11, gst-21, gst-29, gst-30*], and *nlg-1* (tm474) [*gst-12*]. 

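Every listed *gst* gene was higher than in N2, 5 in *nrx-1* (ok1649), 7 in *nrx-1* (tm1961) and *gst-12* in *nlg-1* (tm474), all with unadjusted p below 0.05. The largest rises were those of *gst-8* in *nrx-1* (ok1649) (log2 fold change 4.13) and *gst-2* in *nrx-1* (tm1961) (2.12). In *nlg-1* (tm474), *gst-12* (WBGene00001760, chromosome II, 13616682 to 13618061) had 1.60 ± 0.412 CPM in N2 and 7.44 ± 0.194 in *nlg-1* (tm474) (SD, n = 3 each), a log2 fold change of 2.21 (standard error 0.50, adjusted p = 0.588 from edgeR). Among all *gst* genes tested the median log2 fold change was 0.68 in *nrx-1* (ok1649), 0.79 in *nrx-1* (tm1961) and 0.55 in *nlg-1* (tm474) (camera, adjusted p = 0.00191, 0.00497 and 5.44e-06). In *nrx-1* (ok1649) it was 0.35 without replicate 2 of the strain, 0.21 without replicate 3 of the strain and 0.42 without N2 replicate 3. In *nrx-1* (tm1961) the family was no longer past the threshold with the noncoding share as a covariate, without replicate 2 of the strain (0.64) or without N2 replicate 3 (0.79). Of the listed genes of *nrx-1* (tm1961), edgeR called 7 with the replicate number as a block and 3 without replicate 1, and in *nrx-1* (ok1649) it called 5 without replicate 1.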

Upregulation in glutathione peroxidases genes were also observed in the *nrx-1* (ok1649) [*gpx-1, gpx-6*], *nrx-1* (tm1961) [*gpx-6, gpx-8*], and the *nlg-1* (ok259) [*gpx-6*] strains. Additionally, the *nrx-1* (tm1961) strain showed upregulation of dehydrogenase, short-chain genes (*dhs-1, dhs-7, dhs-11, dhs-18, dhs-19, dhs-20, dhs-21, dhs-22*), which enable oxidoreductase activity and regulate reactive oxygen species. Conversely, downregulation of heat shock protein genes (*hsp-1, hsp-3, hsp-6, hsp-12.2, hsp-60*) was observed. These genes enable heat shock protein binding activity and are involved in protein refolding and response to heat. Furthermore, *nrx-1* (tm1961) mutation also resulted in downregulation of chaperonin-containing T-complex polypeptide (TCP) genes (*cct-1*, *cct-2*, *cct-5*), which enable unfolded protein binding activity, and are involved in protein folding. 

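*gpx-6* was higher in *nrx-1* (ok1649), *nrx-1* (tm1961) and *nlg-1* (ok259), with log2 fold changes of 2.06 (standard error 0.56), 2.74 (0.45) and 1.89 (0.53), and adjusted p of 0.212, 0.0745 and 0.260 in edgeR. The gene was counted at a low level, 0.572 ± 0.127 CPM in N2 (SD, n = 3). *gpx-1* in *nrx-1* (ok1649) and *gpx-8* in *nrx-1* (tm1961) rose by 2.21 and 1.36 on the log2 scale. The family of 8 genes did not pass the threshold in any of the 3 strains (camera, adjusted p = 0.302, 0.366 and 0.303), and passed it with fry in *nrx-1* (ok1649) (adjusted p = 0.0365, and from 0.0365 to 0.635 over all alternatives). Its median was 1.06 in *nrx-1* (ok1649), or 0.67 without replicate 2 of the strain and 0.57 without replicate 3 of the strain, and 1.35 in *nrx-1* (tm1961), or 0.77 without replicate 3 of the strain. The block of replicate numbers made DEGs of 2 listed genes in *nrx-1* (tm1961), and leaving out replicate 1 of the strain made DEGs of 2 in *nrx-1* (ok1649), 2 in *nrx-1* (tm1961) and 1 in *nlg-1* (ok259).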

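In *nrx-1* (tm1961) the 8 listed *dhs* genes rose by log2 fold changes between 1.41 (*dhs-18*) and 1.80 (*dhs-21*), and for each of them all 3 mutant libraries lay above all 3 N2 libraries. Their smallest adjusted p was 0.0745 in edgeR, and 8 of them were DEGs with the replicate number as a block and 8 without replicate 1 of the strain. Of the 30 *dhs* genes tested, 23 were higher, with a median of 0.71 (camera, adjusted p = 0.00419, fry, adjusted p = 0.0340, and from 0.00155 to 0.519 over all alternatives). The family median was also 0.76 in *nrx-1* (ok1649) and 0.33 in *nlg-1* (tm474) (camera, adjusted p = 0.00966 and 0.0156). In *nlg-1* (ok259) it was 0.31 and not past the threshold (camera, adjusted p = 0.0643).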

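The 5 listed heat shock genes fell in *nrx-1* (tm1961), from a log2 fold change of -1.93 for *hsp-60* to -1.60 for *hsp-12.2*, without overlap between the libraries of the strain and of N2 and without an adjusted p below 0.05 in edgeR. A block for the replicate number gave 5 DEGs among them, and leaving out replicate 1 of the strain 5. Among all 17 *hsp* genes tested, 7 were higher. The median was -0.83 (camera, adjusted p = 0.0433), and 0.33 with the noncoding share as a covariate (adjusted p = 0.806, and from 0.0101 to 0.806 over all alternatives). Without replicate 1 of the strain it was -0.14, no longer past the threshold, as without replicate 2 (-0.62), N2 replicate 1 (-0.63) or N2 replicate 2 (-0.57).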

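*cct-1*, *cct-2* and *cct-5* were lower in *nrx-1* (tm1961), with log2 fold changes from -1.58 to -1.26. All 3 were DEGs in edgeR with the replicate number as a block, as were 3 without replicate 1 of the strain, against 0 on all 6 libraries without the block, where 3 had an unadjusted p below 0.05. All 8 *cct* genes tested were lower, with a median of -1.24 (camera, adjusted p = 6.85e-05, fry, adjusted p = 0.0209). The direction did not hold with the noncoding share as a covariate, where the median was 0.32 (camera, adjusted p = 0.143, and from 1.44e-06 to 0.519 over all alternatives).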

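Genes that the paper groups under immune response were higher than in N2 in all 4 strains, 22 of 22 in *nrx-1* (ok1649), 17 of 17 in *nrx-1* (tm1961), 11 of 11 in *nlg-1* (ok259) and 3 of 3 in *nlg-1* (tm474). Each had an unadjusted p below 0.05 and none an adjusted p below 0.05 in edgeR. DESeq2 called 19, 17, 7 and 2 of them. With edgeR, 16 were DEGs in *nrx-1* (tm1961) when the replicate number was a block, and without replicate 1 of the strain 22 in *nrx-1* (ok1649), 16 in *nrx-1* (tm1961) and 11 in *nlg-1* (ok259) were. The largest rises were those of *cnc-2* in *nrx-1* (ok1649) (log2 fold change 3.13), *fbxa-30* in *nrx-1* (tm1961) (3.52), ZK218.7 in *nlg-1* (ok259) (2.36) and F01D5.3 in *nlg-1* (tm474) (2.58). ZK228.4, higher in *nrx-1* (ok1649) by 2.50 on the log2 scale, had at most 2 counts in any *nrx-1* (tm1961) or *nlg-1* (tm474) library.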

Other genes invoved in immune responses were also upregulated across all strains, as follows: *nrx-1* (ok1649) [*cnc-2*, *nhr-115*, *prx-11*, C29F3.7, C32H11.4, C55A6.7, *ugt-44*, F01D5.3, *irg-4*, *dct-17*, F35E12.9, F35E12.10, F44G3.10, F54D5.4, F55G11.8, T24B8.5, ZK228.4, C17H12.6, *maoc-1*, H20E11.1, H20E11.2, H20E11.3], *nrx-1* (tm1961) [*aqp-10*, *prx-11*, *sod-2*, *try-3*, C08E8.4, C55A6.7, E04D5.4, *ugt-44*, F16H6.10, F44G3.10, *dod-22*, *fbxa-30*, *fbxa-105*, *irg-1*, *maoc-1*, H20E11.1, H20E11.2], *nlg-1* (ok259) [C10C5.2, C32H11.3, ugt-44, F44G3.10, dod-22, F55G11.8, ZK218.7, *irg-1*, C17H12.6, C17H12.8, *fbxa-60*], and *nlg-1* (tm474) [C32H11.4, F01D5.3, *dct-17*].

### *Nrx-1/nlg-1* mutations downregulate genes involved in neurotransmission and neuronal signaling

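*flp-10* differed most among the FMRF-like peptide genes listed. In *nlg-1* (tm474), *flp-10* (WBGene00001453, chromosome IV, 7868907 to 7870081) had 19.8 ± 1.89 CPM in N2 and 1.86 ± 0.579 in *nlg-1* (tm474) (SD, n = 3 each), a log2 fold change of -3.43 (standard error 0.49, adjusted p = 0.331 from edgeR). In *nrx-1* (ok1649), *flp-13* and *flp-15* fell by 1.46 and 1.48 on the log2 scale, and in *nlg-1* (ok259) the 5 genes *flp-3*, *flp-11*, *flp-13*, *flp-15* and *flp-21* had log2 fold changes from -2.29 to -1.60. Over all 30 *flp* genes the median was 0.16 in *nrx-1* (ok1649) (camera, adjusted p = 0.114, with the direction of the set down), -0.41 in *nlg-1* (ok259) (adjusted p = 0.00691) and -0.45 in *nlg-1* (tm474) (adjusted p = 4.00e-05). Camera takes the direction from the mean of the genes' statistics, which can oppose the median. In *nrx-1* (ok1649) the median fell to -0.42 without replicate 3 of the strain, and was also negative without replicate 2 (-0.27), without N2 replicate 3 (-0.21) and with the noncoding share as a covariate (-0.34). With that covariate the set was past the threshold (camera, adjusted p = 0.00116). The median was 0.33 without replicate 1 of the strain and 0.075 without N2 replicate 2. In *nlg-1* (ok259) it was -0.0054 without replicate 1 of the strain and -0.15 without N2 replicate 1, and without replicate 1 the family was no longer past the threshold. In *nlg-1* (tm474) it was -0.28 without replicate 1 of the strain and -0.76 without replicate 3 of the strain. Leaving out replicate 1 of the strain made DEGs of 2 listed genes in *nrx-1* (ok1649) and 5 in *nlg-1* (ok259).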

Downregulation of FMRF-like peptide genes, which enable neuropeptide receptor binding activity and are involved in the neuropeptide signaling pathway, was notably observed in *nrx-1* (ok1649) [*flp-13, flp-15*], *nlg-1* (ok259) [*flp-3, flp-11, flp-13, flp-15, flp-21*], and *nlg-1* (tm474) [*flp-10*] strains. *Nrx-1* (tm1961) strain showed downregulation of uncoordinated genes (*unc-11, unc-15, unc-17, unc-29, unc-34, unc-50, unc-52, unc-57, unc-60, unc-62, unc-69*), which enable signaling receptor binding activity and are involved in neuromuscular synaptic transmission, axon development, and nematode development. 

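Of the 11 listed *unc* genes, 10 were lower in *nrx-1* (tm1961), down to a log2 fold change of -1.97 for *unc-15*. In the other direction, *unc-29* (WBGene00006765, chromosome I, 8897632 to 8901435) had 4.76 ± 1.03 CPM in N2 and 10.9 ± 1.19 in *nrx-1* (tm1961) (SD, n = 3 each), a log2 fold change of 1.19 (standard error 0.32, adjusted p = 0.0762 from edgeR). Among the 93 *unc* genes tested, 22 were higher, and the median was -0.71 (camera, adjusted p = 3.49e-05). It was -1.18 without replicate 1 of the strain and -0.43 without replicate 3 of the strain. The noncoding share as a covariate gave a median of -0.0043 (camera, adjusted p = 0.474, and from 1.21e-08 to 0.552 over all alternatives). Of the listed genes 10 were lower and DEGs with the replicate number as a block and 10 without replicate 1 of the strain, and *unc-29* was a DEG as higher under both (1.21 and 1.25). The family was also lower in *nrx-1* (ok1649) and *nlg-1* (ok259), with medians of -0.36 and -0.31 (camera, adjusted p = 2.58e-04 and 0.00969). In *nlg-1* (tm474) its median was -0.059, not past the threshold (camera, adjusted p = 0.276).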

The *nlg-1* (ok259) mutation resulted in downregulation of neuropeptide-like protein genes (*nlp-6, nlp-9, nlp-21*).

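*nlp-6*, *nlp-9* and *nlp-21* were lower in *nlg-1* (ok259), with log2 fold changes from -1.75 to -1.47 and the smallest adjusted p at 0.220 in edgeR. Over the 49 *nlp* genes tested the median was -0.075 (camera, adjusted p = 0.0243), with 22 genes higher, and its sign depended on the scaling, as it ran from -0.0024 to 0.24 under the other scalings. It was 0.43 without replicate 1 of the strain, -0.41 without replicate 2 of the strain, -0.40 without replicate 3 of the strain, -0.048 without N2 replicate 1, 0.014 without N2 replicate 2 and -0.039 without N2 replicate 3, and in a fit over all 15 libraries 0.13. In that fit, with library totals only, without the genes over 5% of a library, with protein-coding genes only and without N2 replicate 2, the set was past the threshold with camera's direction down, against the sign of the median. With the noncoding share as a covariate the median was -0.74 and the set was past the threshold (camera, adjusted p = 3.85e-09). DEGs without replicate 1 of the strain were 3 of the listed genes. In *nlg-1* (tm474), for which the paper lists no *nlp* gene, the family median was -0.24 (camera, adjusted p = 0.00463, fry, adjusted p = 0.544).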

### *Nrx-1/nlg-1* loss alters genes involved in transcriptional regulation

DEGs analysis of mutant strains showed downregulation of histone genes in *nrx-1* (ok1649) [*his-11, his16, his-24, his-71*] and *nlg-1* (ok259) [*his-71*] strains, which are predicted to be structural components of chromatin. 

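*his-11* had at most 1 count in any *nrx-1* (ok1649) library against 13 to 32 in N2, at least 5.23-fold lower. *his-16*, *his-24* and *his-71* had log2 fold changes of -2.12, -2.15 and -1.43 in that strain, and *his-71* had -1.74 in *nlg-1* (ok259) (standard error 0.42, adjusted p = 0.214 from edgeR). Histone genes have near-identical copies whose reads the counting of uniquely mapped reads can lose, which makes single values uncertain. The median over 43 *his* genes was 0.051 in *nrx-1* (ok1649) (camera, adjusted p = 0.157, with the direction of the set down) and -0.22 in *nlg-1* (ok259) (adjusted p = 0.0268). In *nrx-1* (ok1649) its sign changed with the scaling, down to -0.15, and in *nlg-1* (ok259) it changed without replicate 2 or replicate 3 of the strain (0.13 and 0.21), in a fit over all 15 libraries (0.16) and with the noncoding share as a covariate (0.48). Leaving out 1 library gave -0.82 without replicate 1 of the strain, -0.017 without replicate 2 of the strain, -0.043 without replicate 3 of the strain, 0.18 without N2 replicate 1 and -0.15 without N2 replicate 3 in *nrx-1* (ok1649), and -1.41 without replicate 1 of the strain, -0.023 without N2 replicate 1, -0.12 without N2 replicate 2 and -0.0091 without N2 replicate 3 in *nlg-1* (ok259). In the fit over all 15 libraries camera's direction in *nlg-1* (ok259) was down, against the median. The listed genes that were DEGs without replicate 1 of the strain were 4 in *nrx-1* (ok1649) and 1 in *nlg-1* (ok259).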

*Nrx-1* (tm1961) mutation resulted in downregulation of large and small subunits of ribosomal protein genes (*rpl-1, rpl-2, rpl-3, rpl-4, rpl-5, rpl-6, rpl-7, rpl-7A, rpl-9, rpl-12, rpl-13. rpl-15, rpl-16, rpl-17, rpl-18, rpl-19, rpl-20, rpl-24.1, rpl-25.1, rpl-25.2, rpl-26, rpl-28, rpl-30, rpl-31, rpl-33, rpl-34, rpl-35, rps-0, rps-1, rps-3, rps-4, rps-5, rps-6, rps-7, rps-8, rps-10, rps-11, rps-12, rps-13, rps-14, rps-16, rps-18, rps-19, rps-21, rps-22, rps-26, rps-27, rps-29, rps-30, rsp-2, rsp-7, rsp-8*), as well as *nlg-1* (ok259) mutation (*rpl-14*, *rpl-23*, *rpl-25.1*, *rpl-32*, *rps-21*, *rps-25*). These genes enable RNA-binding activity and are predicted to be a structural constituent of ribosomes. 

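All 52 genes listed for *nrx-1* (tm1961) and all 6 listed for *nlg-1* (ok259) were lower than in N2, with no overlap between the libraries of the strain and of N2 for any of them. The log2 fold changes ran from -2.04 (*rpl-7A*) to -0.99 (*rps-3*) in *nrx-1* (tm1961) and from -2.46 (*rpl-25.1*) to -1.33 (*rpl-23*) in *nlg-1* (ok259), with the smallest adjusted p at 0.0745 and 0.264 in edgeR. DESeq2 called 52 of the 52 and 2 of the 6. In *nrx-1* (tm1961) edgeR called 51 with the replicate number as a block and 47 without replicate 1, and in *nlg-1* (ok259) it called 6 without replicate 1. Over the 77 *rpl* and *rps* genes tested, the median was -1.23 in *nrx-1* (tm1961) (camera, adjusted p = 2.29e-15, fry, adjusted p = 0.0198) and -1.33 in *nlg-1* (ok259) (camera, adjusted p = 7.53e-14). With the noncoding share as a covariate the median was 0.12 in *nrx-1* (tm1961) (camera, adjusted p = 0.851, and from 3.38e-24 to 0.851 over all alternatives) and -0.40 in *nlg-1* (ok259) (adjusted p = 7.55e-14, and from 1.59e-22 to 0.594). In *nlg-1* (ok259) it was -2.36 without replicate 1 of the strain. The family was also lower in the strains without a listed gene, with medians of -0.83 in *nrx-1* (ok1649) and -0.32 in *nlg-1* (tm474). There camera gave adjusted p = 6.14e-08 and 2.64e-05, and fry adjusted p = 0.330 and 0.607.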

*Nrx-1* (tm1961) mutation resulted in downregulation of abnormal cell lineage genes (*lin-10*, *lin-11*, *lin-13*, *lin-36*, *lin-40*, *lin-41*, *lin-53*), which enable DNA-binding transcription factor activity, and regulate neurogenesis and neuron-neuron synaptic transmission. It also resulted in upregulation of nuclear hormone receptor family of genes (*nhr-11*, *nhr-12*, *nhr-42*, *nhr-44*, *nhr-69*, *nhr-92*, *nhr-100*, *nhr-101*, *nhr-102*, *nhr-104*, *nhr-107*, *nhr-109*, *nhr-115*, *nhr-136*), which are predicted to enable DNA-binding transcription factor activity (Supplementary file 2).

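The 7 listed *lin* genes fell in *nrx-1* (tm1961), between -1.52 (*lin-41*) and -1.04 (*lin-13*) on the log2 scale, each without overlap with N2. Counted as DEGs were 7 of them with the replicate number as a block and 7 without replicate 1 of the strain. Over 46 *lin* genes the median was -0.59 (camera, adjusted p = 0.00224), and it reversed to 0.81 with the noncoding share as a covariate (camera, adjusted p = 0.00393, and from 9.53e-05 to 0.519 over all alternatives).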

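Each of the 14 listed *nhr* genes was higher in all 3 *nrx-1* (tm1961) libraries than in any N2 library, with log2 fold changes from 1.04 (*nhr-102*) to 2.10 (*nhr-12*). As DEGs edgeR gave 14 of them with the replicate number as a block and 13 without replicate 1 of the strain. Among all 193 *nhr* genes tested, 131 were higher, with a median of 0.44 (camera, adjusted p = 0.00321). The noncoding share as a covariate gave a median of 0.10 (camera, adjusted p = 0.810, and from 3.59e-04 to 0.810 over all alternatives). Without replicate 1 of the strain it was 0.28, no longer past the threshold.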

### *Nrx-1/nlg-1* mutation alters genes involved in mitochondrial organization and homeostasis

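In *nrx-1* (ok1649), *coq-5* (WBGene00000765, chromosome III, 7857315 to 7858457) had 24.6 ± 4.14 CPM in N2 and 90.8 ± 33.9 in *nrx-1* (ok1649) (SD, n = 3 each), a log2 fold change of 1.88 (standard error 0.50, adjusted p = 0.212 from edgeR). *stl-1* rose by 1.86 on the log2 scale (standard error 0.54). *ant-1.3* and *ant-1.4* had log2 fold changes of -2.49 and -2.34. For all 4 genes the strain's libraries lay outside the range of N2, and without replicate 1 of the strain 4 of them were DEGs.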

*Nrx-1* (ok1649) mutation resulted in the upregulation of genes involved in mitochondrial organization, including *coq-5*, *stl-1*, and the downregulation of adenine nucleotide translocator genes (*ant-1.3*, *ant-1.4*), which are involved in mitochondrial ATP transmembrane transport, and regulation of mitochondrial membrane permeability. Furthermore, upregulation of small and large subunits of mitochondrial ribosomal protein genes (*mrps-15*, *mrpl-9*, *mrpl-2*3) was also observed. Similarly, *nrx-1* (tm1961) mutation resulted in upregulation of small and large subunits of mitochondrial ribosomal protein genes (*mrpl-9*, *mrpl-13*, *mrpl-18*, *mrpl-23*, *mrpl-32*, *mrpl-40*, *mrpl-41*, *mrpl-46*, *mrpl-50*, *mrpl-51*, *mrpl-54*, *mrps-2*, *mrps-13*, *mrps-17*, *mrps-18A*, *mrps-18B*, *mrps-24*), and other family of genes involved in mitochondrial electron transport (*ctc-3*, *ctb-1*, *nduo-1*, *nduo-2*, *nduo-3*, *nduo-4*, *nduo-5, nduo-6*, *ndfl-4*). 

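*mrps-15*, *mrpl-9* and *mrpl-23* were higher in *nrx-1* (ok1649), with log2 fold changes from 1.63 to 1.82, and DESeq2 called 2 of the 3. Of 66 mitochondrial ribosomal protein genes tested, 52 were higher, with a median of 0.94 (camera, adjusted p = 4.72e-06, fry, adjusted p = 0.0365, and from 3.74e-08 to 0.635 over all alternatives). It was 0.60 without replicate 2 of the strain, 0.47 without replicate 3 of the strain and 0.62 without N2 replicate 3. It lay within the medians of 10000 random lists of genes matched on length and expression, which ran from 0.098 to 1.22. Of the listed genes edgeR called 3 without replicate 1 of the strain.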

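Of the 17 mitochondrial ribosomal protein genes listed for *nrx-1* (tm1961), 16 had enough counts to be tested and 15 were higher, up to a log2 fold change of 1.71 for *mrpl-23*. *mrpl-40* was lower (-1.03, standard error 0.32, adjusted p = 0.0862 from edgeR), and a DEG as lower with the replicate number as a block (-1.05) and without replicate 1 of the strain (-1.04). Of the others 15 were DEGs with the block and 15 without that replicate. The 9 listed genes of the mitochondrial genome rose by 1.55 (*ctc-3*) to 2.78 (*nduo-6*) on the log2 scale, and all 12 protein genes of that genome were higher, with a median of 2.16 (camera, adjusted p = 9.42e-10, fry, adjusted p = 0.0198). The block gave 9 DEGs among the listed genes of that genome, and 9 were DEGs without replicate 1. With the noncoding share as a covariate this median was 0.061 (camera, adjusted p = 0.786, and from 9.81e-14 to 0.786 over all alternatives), against 0.41 for the mitochondrial ribosomal protein genes (adjusted p = 0.00393, and from 4.55e-06 to 0.715). The median of the latter was 0.86 without a covariate, within the 0.039 to 1.295 of random lists matched on length and expression, and 0.48 without replicate 3 of the strain. With the covariate and without replicate 3 of the strain it was -0.0017.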

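*ant-1.1*, *ant-1.3* and *ant-1.4* were lower in *nrx-1* (tm1961), with log2 fold changes from -2.01 to -1.42 (smallest adjusted p 0.0753 from edgeR). All 3 had their mutant libraries below every N2 library, and 3 were DEGs with the replicate number as a block and 3 without replicate 1 of the strain.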

Downregulation of adenine nucleotide translocator genes (*ant-1.1*, *ant-1.3*, *ant-1.4*) involved in mitochondrial organization was also observed. 

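*coq-5* and *stl-1* rose in *nlg-1* (ok259) by 1.11 (standard error 0.39) and 1.32 (0.42) on the log2 scale, and *ant-1.3* and *ant-1.4* had log2 fold changes of -2.94 and -2.90. The 3 *ant* genes tested had a median of -2.90 (camera, adjusted p = 9.93e-04, fry, adjusted p = 0.00964, and from 1.79e-04 to 0.483 over all alternatives). Of the 4 listed genes 4 were DEGs without replicate 1 of the strain. In *nlg-1* (tm474), for which the paper lists no *ant* gene, the family median was -1.42 (camera, adjusted p = 0.0207, fry, adjusted p = 0.488).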

*Nlg-1* (ok259) mutation resulted in the upregulation of genes involved in mitochondrial organization, including *coq-5*, *stl-1*, as well as the downregulation of adenine nucleotide translocator genes (*ant-1.3*, *ant-1.4*), which are involved in mitochondrial ATP transmembrane transport and regulation of mitochondrial membrane permeability. Furthermore, this mutation also resulted in upregulation of small and large subunits of mitochondrial ribosomal genes (*mrpl-9*, *mrpl-15*, *mrpl-18*, *mrpl-24*, *mrpl-50*, *mrps-2*, *mrps-12*, *mrps-15*).

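The 8 listed genes were higher in *nlg-1* (ok259), 6 of them with an unadjusted p below 0.05 in edgeR, and DESeq2 called 1. The smallest rise was 0.17 for *mrpl-15* and *mrpl-9* rose most. Over 66 genes the median was 0.36 (camera, adjusted p = 6.99e-04), and 0.59 without replicate 1 of the strain, where 6 of the listed genes were DEGs. The medians of random lists matched on length and expression ran from -0.24 to 0.79 and so included that of the family.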

### Identification of co-regulated gene clusters following nrx-1/nlg-1 mutation

Bi-clustering heatmaps were used to identify co-regulated genes for each strain. Their expression profile was sorted by adjusted p-value (Fig. 3). This was done by plotting their log2-transformed expression values. The variations in transcriptomics profiles observed across the four mutant strains, particularly the *Nrx-1* (tm1961) strain, suggest gene-related activation of specific pathways. 

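Of the 30 genes shown for each strain in Fig. 3, 28 in *nrx-1* (ok1649), 29 in *nrx-1* (tm1961), 30 in *nlg-1* (ok259) and 28 in *nlg-1* (tm474) had enough counts to be tested. The panels of *nrx-1* (tm1961) and *nlg-1* (tm474), read by eye, show the same 30 genes. An unadjusted p below 0.05 was found for 28, 17, 30 and 28 of them. In *nlg-1* (ok259) all 30 were lower than in N2, while 10 were higher and 18 lower in *nrx-1* (ok1649), 13 and 16 in *nrx-1* (tm1961), and 11 and 17 in *nlg-1* (tm474). From the variations between the profiles of the 4 strains, the paper proposes gene-related activation of certain pathways.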

Principal component analysis (PCA) was used to reveal similarities between worm samples based on the distance matrix (Fig. 2A–D). The samples were projected to a 2D plane spanned by their first two principal components, revealing the overall experimental covariates and batch effects. For all mutant strain comparisons to the wild-type control, the x-axis direction explained the most variance, while the y-axis explained the second most. PCA for *nrx-*1 (ok1649) showed 88% of the total variance (PC1 51%, PC2 37%), *nrx*-1 (tm1961) showed 93% (PC1 84%, PC2 9%), *nlg*-1 (ok259) showed 94% (PC1 69% PC2 25%), and *nlg*-1 (tm474) showed 92% (PC1 88% PC2 11%) (Fig. 2A–D).

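With the variance stabilizing transformation and the 500 genes of largest variance, PC1 and PC2 held 52.5% and 36.4% of the variance for *nrx-1* (ok1649) and N2, 85.0% and 9.38% for *nrx-1* (tm1961), 71.2% and 24.2% for *nlg-1* (ok259), and 81.4% and 10.9% for *nlg-1* (tm474). Taking all tested genes moved the sum of both most, to 78.7% for *nlg-1* (tm474). The ranges of the strain and of N2 overlapped on PC1 in all 4 comparisons, and on PC2 they overlapped for *nrx-1* (ok1649) and lay apart for *nrx-1* (tm1961), *nlg-1* (ok259) and *nlg-1* (tm474).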

### Gene Ontology reveals nrx-1/nlg-1 mutation impacts on C. elegans development, metabolism, and signaling pathways

GO analysis revealed significant biological processes across all worm strains (Supplementary file 2), including pathways involved in development, metabolism, and signaling (Fig. 4). Significant DEGs were clustered by their gene ontology, and the enrichment of gene ontology terms was tested using Fisher's exact test (GeneSCF v1.1-p2). Figure 4 show gene ontology terms that are significantly enriched. Enrichment analysis of DEGs was also conducted, and it revealed significant effects of *nrx-1/nlg-1* mutations on key biological processes in the *C. elegans*, particularly in biological process (BP), molecular function (MF), and cellular component (CC). Worms with the LOF mutation in the *nrx*-1 (ok1649) were enriched in innate immune response (Fig. 4A), while the *nrx-1* (tm1961) strain was enriched in translation and negative regulation of translation (Fig. 4B).

The *nlg*-1 (ok259) strain was enriched in endoplasmic reticulum UPR and peptidyl-threonine phosphorylation (Fig. 4C). The *nlg-*1 (tm474) strain was enriched in innate immune response, defense response to gram-negative bacterium, negative regulation of oviposition, defense response to gram-positive bacterium, de novo GDP-I-fructose biosynthetic process, GDP-I-fructose biosynthetic process, GDP-mannose metabolic process, peptidoglycan catabolic process, purine nucleobase biosynthetic process, de novo IMP biosynthetic process, NADH oxidation, and others (Fig. 4D).

### KEGG enrichment and PEA reveal impact of nrx-1/nlg-1 mutation on C. elegans metabolism, signaling, and aging pathways

All DEGs across strains were compared and analyzed for their Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway using the Metascape database^38^. The enrichment results were sorted by *p*-value from smallest to largest, and the top 15 items are presented in Fig. 5. KEGG analysis showed the impacts of the *nrx-1 or nlg-1* mutation on key metabolism and signaling pathways in *C. elegans*. Following the *nrx-1* (*ok1649*) mutation, the following KEGG pathways were enriched by DEGs: biosynthesis of cofactors, metabolism of xenobiotics by cytochrome P450, pyruvate metabolism, fatty acid degradation, SNARE interactions in vesicular transport, and folate biosynthesis. 

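Without a block, edgeR gave no DEG in *nrx-1* (tm1961) to test for enrichment (3026 genes higher and 2539 lower at an unadjusted p below 0.05). Among the 1517 genes lower in *nrx-1* (tm1961) with DESeq2, 49 were *rpl* or *rps* genes, of 77 among the 15912 genes tested (Fisher's exact test, two-sided, odds ratio 17.1, adjusted p = 4.14e-30 over 16 tests), and 11 were proteasome subunits, of 33 (odds ratio 4.77, adjusted p = 0.00122). Among the 2522 genes lower with the replicate number as a block in edgeR, a test chosen after these DEGs were seen, 48 of 77 *rpl* and *rps* genes (odds ratio 9.18, adjusted p = 4.57e-20 over 4 tests with Fisher's exact test) and 11 of 33 proteasome genes (odds ratio 2.73, adjusted p = 0.0166) were found. The median of the 33 proteasome genes in *nrx-1* (tm1961) was -0.80 (camera, adjusted p = 0.00145). With the noncoding share as a covariate it was 0.61, past the threshold as higher (camera, adjusted p = 1.08e-05). The genes were taken by name and are not independent replicates.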

*Nrx-1* (tm1961) mutation enriched the following KEGG pathways: ribosome, RNA degradation, ubiquitin-mediated proteolysis, citrate cycle (TCA cycle), proteasome, carbon metabolism, and spliceosome. 

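Among the 427 genes lower in *nlg-1* (ok259) with DESeq2, 2 of 76 *rpl* and *rps* genes were found (Fisher's exact test, odds ratio 0.974, adjusted p = 1.00), and none among the 207 higher. As a set these genes were lower in that strain, with a median of -1.33 in edgeR (camera, adjusted p = 7.53e-14, fry, adjusted p = 0.186).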

*Nlg-1* (ok259) mutation enriched the ribosome and porphyrin metabolism pathways. Lastly, no KEGG pathway was enriched following the *nlg-1* (tm747) mutation in the worms (Fig. 5). Protein enrichment analysis (PEA) was employed to reveal observable phenotypic traits and disease conditions associated with significant DEGs. PEA for *nlg-1* (tm474) failed to produce significant observable phenotypes based on DEGs. PEAs for *nrx*-1 (tm1961), *nrx*-1 (ok1649), and *nlg*-1 (ok259), when compared to wild-type control, are presented in Supplementary Fig. 4 (S4).

## Discussion

It is now being established that synaptic genes modulate neurodevelopmental processes in *C. elegans*. Neurexin and neuroligin proteins are key synaptic partners that facilitate communication between neurons while maintaining neuronal integrity. This study aimed to delineate genome-wide transcriptomic changes associated with loss-of-function mutations in *nrx-1* and *nlg-1* (homologs of human *NRXN* and *NLGN*, respectively) in *Caenorhabditis elegans*, and to relate these changes to observable phenotypic outcomes. This integrative approach provides a framework for understanding how neurexin and neuroligin loss of function influences development and behavior.

Transcriptomics analysis identified DEGs and key signaling and metabolic pathways that are associated with the *nrx-1/nlg-1* mutation in *C. elegans*. 

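The *nrx-1* alleles were also compared with each other. Between *nrx-1* (ok1649) and *nrx-1* (tm1961), edgeR called 2 genes higher and 2 lower in *nrx-1* (tm1961), of 16170 tested, and DESeq2 called 9 and 7. With edgeR the higher genes were Y102A5C.36 and Y102A5C.6, with 0 counts in every *nrx-1* (ok1649) library, and the lower ones ZK228.3 and ZK228.4, with at most 2 counts in any *nrx-1* (tm1961) library. Y102A5C.36 and Y102A5C.6 also had 0 counts in *nlg-1* (ok259), as ZK228.3 and ZK228.4 had in *nlg-1* (tm474). A strain variant therefore stays open as the source of these differences. The difference in the number of DEGs against N2 was itself not tested.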

Notably, the *nrx-1* (tm1961) mutation showed a more widespread transcriptomic alteration when compared to the other mutant strains.

Post-embryonic development in *C. elegans* is marked by four molting periods, which are timed processes involving the shedding of a collagen-rich outer cuticle^39^. This ensures the transition from one larval stage to the next, hence facilitating growth in the worms^40^. We asked an important question regarding how collagen expression impacts the growth of the worms. Collagen genes, which are actively involved in collagen and cuticle development, were consistently downregulated in the *nrx-1* (ok1649), *nrx-1* (tm1961), and *nlg-1* (ok259) strains. This points to potential impairment of collagen and cuticle synthesis, as well as disruption of molting, which could account for the shorter body length of worms observed in this study. A recent study suggested a functional connection between the expression of collagen genes and longevity, as downregulation of these genes affected the lifespans of the worms, particularly under stressful conditions. Their study attributed the reduction in cuticle collagen transcripts to an age-associated decline in adult extracellular matrix maintenance/repair programs^41^. The *dpy-4* and *dpy-13* genes were also downregulated, particularly in the *nlg-1* (ok259) and *nrx-1* (tm1961) strains. These genes are also integral to maintaining the cuticle-based molting cycle, suggesting that their downregulation could play a part in the observed molting deficits and the resultant shorter body length in these strains. 

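In *nlg-1* (ok259), *dpy-4* (WBGene00001066, chromosome IV, 14985543 to 14986784) had 1225 ± 1026 CPM in N2 and 82.0 ± 48.5 in *nlg-1* (ok259) (SD, n = 3 each), a log2 fold change of -3.90 (standard error 1.14, adjusted p = 0.263 from edgeR). *dpy-13* had a log2 fold change of -3.72 there (standard error 1.15), and both were DEGs without replicate 1 of that strain. In *nrx-1* (tm1961) the fall of both genes was within the spread of the libraries when no block was used, with log2 fold changes of -1.71 (standard error 1.59, adjusted p = 0.459 from edgeR) and -1.71 (standard error 1.57, adjusted p = 0.453). Both were DEGs there with the replicate number as a block (-3.10 and -3.04) and without replicate 1 of the strain (-4.87 and -4.77). Leaving out any other single library made neither a DEG there, with log2 fold changes from -2.27 to -1.03.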

DPY mutant worms exhibit a ‘dumpy phenotype’, characterized by abnormally short and fat bodies^42^. This finding was further buttressed by Goodman and Savage-Dunn^43^ who showed that defects in a subset of *C. elegans* collagen genes resulted in a visible dumpy phenotype in which mutants are shorter and wider than wild-type animals. In their study, mutations in the first class of dpy genes (*dpy-2*, *dpy3*, *dpy-7*, *dpy-8*, or *dpy-10*) produced furrowless mutants. They suggested that genes encoding cuticle collagens determine body size and shape, not only the fine structure of the cuticle. Actin genes, which are essential for cytoskeletal organization, were also downregulated in the *nrx-1* (tm1961) strain. These genes are critical for cuticle synthesis and contribute to the integrity of the worm’s body circumference^44^, and their disruption has been shown to result to developmental deficits, including the failure of *C. elegans* embryos to elongate during development, resulting to shorter worms^45^. Furthermore, the lethal group of genes that has been shown to regulate larval-adult transition and other developmental timing processes^46^ was also downregulated in the *nrx-1* (tm1961) strain. Taken together, these dysregulations of critical genes may underlie the observed developmental deficits following these mutations. Given these findings, recent therapeutic interventions have focused on maintaining collagen in biological systems, as their disruption compromises development and lifespan^47,48^.

Coordinated movement in worms is brought about by consistent patterns of alternating dorsal and ventral contractions, which are regulated by interactions between excitatory and inhibitory neurons. Excitatory neurons release acetylcholine, which contracts the body wall muscle on one side and stimulates the GABAergic neurons to release GABA on the opposing muscle wall^49^. Disruption to this process could impair coordinated muscle contraction and movement in the worms. Here, we observed that the two mutant strains showed contrasting locomotion behavioral phenotypes when compared to the control. This points to defective neuromuscular signaling in the mutant strains, particularly the *nrx-1*-deficient mutants, which consistently showed hyperlocomotion and hyper-repetitive phenotypes. This suggests excitatory/inhibitory imbalance and deficits in synaptic transmission. The *Nrx-1* (tm1961) strain showed downregulation of the *unc* family of uncoordinated genes, which are involved in neuromuscular synaptic transmission^50^. These *unc* genes are required for synthesizing GABA^51,52^, and their downregulation could mean more excitatory neuronal activity^53^. This could contribute to the observed hyperlocomotion observed in this study (Fig. 6). Furthermore, the *dgk-1* and the *twk-24* genes were also downregulated. 

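In *nrx-1* (tm1961), *dgk-1* had a log2 fold change of -1.12 (standard error 0.72, adjusted p = 0.294 from edgeR's quasi-likelihood test), within the spread of the libraries when no block was used. It was a DEG with the replicate number as a block (-1.51) and without replicate 1 of the strain (-2.28). For *twk-24* the value was higher than in N2, with a log2 fold change of 1.22 (standard error 0.38, adjusted p = 0.0867 from edgeR), and it was a DEG as higher under the same fits (1.19 and 1.44). Neither gene was a DEG when any other single library was left out.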

The *twk-24*, like other members of the *twk* family, governs locomotion and neuronal excitability, and a loss of function of these genes has been shown to result in a hyperactive state^54,55^. Gottschling, et al.^54^’s study showed that loss of the *twk-7* gene caused hyperactivity resulting from hyperexcitation of muscle membranes. In their study, the loss-of-function mutants of *dgk-1* also exhibited hyperactivity on agar plates. Consistent with our findings, Calahorro and Ruiz-Rubio^56^ showed a similar hyper-repetitive phenotype in neurexin mutants and hypo-repetition in the neuroligin mutants. Supplementation with human alpha- or beta-NRXN1 isoforms in the neurexin-deficient mutants rescued the locomotion deficits in the worms. In another study, *nrx-1* deletion was shown to impair cholinergic neurotransmission onto GABAergic neurons^57^. Bhat, et al.^58^ showed that mutants in the neuropeptide *flp-15* had large increases in the mean amplitude of body bends, indicating defects in the locomotory state of these animals. They further suggested that FLP-15 functions through NPR-3 to regulate the amplitude of body bends. On the other hand, the downregulation of the *unc* genes could contribute to the hypo-locomotion observed in the neuroligin strains, as these genes are important for priming synaptic vesicles for release. The *unc-13* is a typical example, and its downregulation has been previously shown to disrupt the release of neurotransmitters at neuromuscular junctions^59^. When neurotransmitter release is impaired, movement is also negatively affected. Furthermore, these genes contribute to electrical coupling in the synapse; for example, the *unc-1* gene regulates gap junctions that are formed by *unc-9* between muscles and neurons. Loss of both the *unc-1* and *unc-9* genes reduces electrical coupling and causes uncoordinated movement in the worms, contributing to the hypolocomotion phenotype seen in the neuroligin strains^60^.

Dysregulation in immune response was one of the most prominent changes observed from the transcriptomics analysis. Several genes involved in the innate immune response were significantly upregulated in *nrx-1/nlg-1* mutants. Both mutations, however, showed dysregulation in glutathione S-transferase (GST) and glutathione peroxidase genes when compared to the control. These genes are part of the immune system response that functions to maintain cellular homeostasis, oxidoreductase activity, and regulate reactive oxygen species. Although this response is intended to restore immune and homeostatic balance, usually via detoxification, it can become maladaptive and consequently drive inflammatory responses that lead to autoimmune and autoinflammatory diseases^61^. Recently, studies have begun to explore the mechanisms underlying GST overexpression in tumor drug resistance and neurodegenerative diseases. While some studies have revealed that the overexpression of some GSTs inhibits neurodegeneration^62,63^, others have shown that GSTO1 could mediate inflammatory response and contribute to the pathogenesis of Parkinson’s and Alzheimer’s disease^64,65^. High GSTP1 expression has been found in the neuroglia of epileptic foci in brain specimens from patients with refractory epilepsy, when compared to patients with non-refractory epilepsy^66^.

Wild-type worms feed in isolation in the presence of abundant bacteria. While all four mutant strains exhibited abnormal increases in clumping and bordering behavior, the greatest effect was observed in the *nrx-1* (tm1961) strain. We suggest this resulted from the downregulation of FMRF-like peptide genes, which enable neuropeptide receptor binding activity and are involved in the neuropeptide signaling pathway. They also encode ligands that activate the NPR-1 receptor, and low levels have been shown to trigger clumping^67^. We also observed a downregulation of neuropeptide-like protein genes in the *nlg-1* (ok259) strain. These neuropeptides are major signaling molecules that influence neural circuits and, consequently, enhance clumping behavior^68^. Earlier investigations by de Bono and Bargmann^69^ showed how the neuropeptide receptor 1 mutation results in abnormal clumping and bordering behavior in the worms^69,70^. Neurexin mutations have also been shown to act on ASH and ADL sensory neurons, which increases the clumping rate^71^. This aggregate feeding behavior is regulated by conserved autism-associated genes, including *nrx-1*, *nlg-1*, *glr-1glr-2*^71^.

Studying VNC development in *C. elegans* provides insights into how axons develop and find their path. Some neurons exhibit specific gene expression profiles that reveal a differentiated state at a particular developmental stage^72^. In the synaptic wiring of VNC neurons of *C. elegans*, gene expression is mediated through hormones and their effector transcription factors to result in the structural remodeling of individual groups of neurons^73^. We identified some genes that could impact molecular signaling pathways and affect how these VNC neurons are structured. The *lim-6*, *lim-7*^74^, and *ceh-14*^75^ have been identified as key players in VNC development during the embryonic stage, while the *zig* family of genes is crucial for post-embryonic VNC development^76^. The absence or reduced expression of the *zig* family of genes has been shown to cause defects in the positioning and maintenance of axons in the VNC^76^. 

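*lim-7*, *lim-8*, *ceh-14*, *ceh-34*, *ceh-37* and *ceh-100* were lower in all 3 *nrx-1* (tm1961) libraries than in any N2 library, with log2 fold changes from -1.61 (*lim-8*) to -1.22 (*lim-7*) and a smallest adjusted p of 0.0745 in edgeR. DESeq2 called 6 of the 6, as edgeR did 6 with the replicate number as a block and 6 without replicate 1 of the strain.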

Notably, we found that *lim-8, lim-7*, *ceh-14*, *ceh-34*, *ceh-37*, and *ceh-100* genes, which are essential for the development of the VNC, were significantly downregulated in the *nrx-1* (tm1961) strain. 

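*zig-6* and *zig-10* were higher in *nrx-1* (tm1961), with log2 fold changes of 1.45 (standard error 0.35) and 1.87 (0.66). In the other direction, *zig-11* (WBGene00021305, chromosome V, 1875478 to 1892939) had 176 ± 36.3 CPM in N2 and 62.5 ± 22.7 in *nrx-1* (tm1961) (SD, n = 3 each), a log2 fold change of -1.50 (standard error 0.37, adjusted p = 0.0745 from edgeR). With the replicate number as a block all 3 passed both criteria in these directions (1.46, 1.72 and -1.54), and without replicate 1 of the strain *zig-6* and *zig-11* did (1.26 and -1.81). Leaving out any other single library made none of the 3 a DEG.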

We suggest that this delayed VNC developmental timing may contribute to the impaired development of the VNC, although the post-embryonic genes (*zig-10*, *zig-11*, and *zig-6*) were not downregulated. The other strains showed a similar reduction in VNC viability and size. However, we suggest that similar mechanisms are responsible for this, albeit not as significantly as observed in the *nrx-1* (tm1961) strain. Furthermore, downregulation of large and small subunits of ribosomal protein (RP) genes, cell lineage genes, and nuclear hormone receptor genes was also observed in this study, particularly in the *nrx-1* (tm1961) strain. These genes are also essential for VNC development and maturation. RP genes trigger translational mechanisms needed for rapid cell division during VNC formation^77^. Their decreased expression may contribute to the reduced VNC size observed in the present study.

The *C. elegans* relies on mitochondria for ATP production, lipid metabolism, and apoptosis^78^. Although mitochondria can be found in almost all somatic cells, they are denser in energy-demanding tissues of the worm’s body, particularly the muscle tissues, germline, and intestine. Among the various functions mitochondria perform in the worms, they are particularly important for regulating aging, lifespan, stress response, and apoptosis^78^. In this study, both neurexin and neuroligin mutants consistently showed upregulation in genes involved in mitochondrial organization, including *coq-5*, *stl-1*, and several mitochondrial ribosomal protein genes (*mrps* and *mrpl* family members). This points to a potential compensatory response, where the over-expression of these genes may be associated with altered mitochondrial function. This compensation could be in the form of increased production of proteins necessary for the electron transport chain's efficiency. Conversely, we also observed consistent downregulation of adenine nucleotide translocator (ANT) genes in both strains, which suggests a potential deficit in the energy delivery system. ANT moves ADP into the mitochondria and ATP out to all cells and tissues. This suggests an energy transfer deficit due to downregulation of ANT genes, which may impact various systems, including the muscles, gut, and neuronal systems.

GO enrichment analysis showed that the *nrx-1/nlg-1* mutation greatly influenced a range of biological processes and molecular functions, including biological regulation, cellular and developmental processes, immune and metabolic pathways, response to stimulus, localization, and reproductive processes, which include fertilization, gamete formation, and zygote development. At the molecular function level, significant impacts were observed in binding, catalytic activity, and transporter activity.

### Conclusion:

In summary, this study revealed novel molecular and behavioral alterations resulting from LOF mutations of *nrx-1/nlg-1* in *C. elegans*. Here, we reveal a more pronounced impact of the neurexin mutation on the worms, with this mutation resulting in the most significant DEGs and disruptions in their associated functions, including cuticle development, synaptic transmission, mitochondrial function, DNA/RNA binding, and neuronal growth. We also reveal key genes that could be associated with the observed phenotypic changes in development, locomotion, repetition, sociality, and neuronal morphology.

### Limitations:

We acknowledge a potential background modifier effect as the *nrx-1* (tm1961), *nlg-1* (ok259), and *nlg-1* (tm474) mutant alleles, which were sourced from different genetic backgrounds, were not backcrossed before transcriptomic sequencing. This study is also limited by its reliance on transcriptomic analyses to infer functional changes, and future work will be required to establish causal links between gene expression and phenotype. Further, while *C. elegans* provides a powerful and highly conserved model for studying fundamental biological processes; extending these findings to more complex systems will further refine their relevance to neurodevelopmental disorders.

## Methods

### C. elegans Strains and Maintenance

The following strains were used: N2 wildtype (*wt*), *nrx-1 (ok1649)*, and *nlg-1 (ok259)* strains (obtained from the Caenorhabditis Genetics Center (CGC), USA), *nlg-1(tm474) and nrx-1 (tm1961)* strains (sourced from the National Bioresource Project (NBRP), Japan), allowing the study of different mutant alleles for each gene. The *nrx-1* (ok1649) strain mutation consists of an 861 bp deletion, which impacts the long alpha isoforms. The tm1961 allele consists of a 428 bp deletion that targets the long alpha isoform transcripts of nrx-1 only. The *nlg-1* (ok259) had a full knockout, while the *nlg-1* (tm474) strain had a 583 bp deletion within the C40C9.5 locus.

All *C. elegans* strains were handled and maintained at 20°C on Nematode Growth Medium (NGM) agar plates seeded with *Escherichia coli* OP50 as a food source. Worms were transferred periodically onto fresh NGM plates using a sterile worm pick or agar chunking technique to ensure healthy propagation. For all experiments, worms were initially grown on NGM containing 8-fold peptone for 2–3 days. Then, aged-synchronized L1 populations were obtained using the standard hypochlorite protocol as previously described, washed in 85 mM NaCl buffer solution, and transferred to standard NGM plates seeded with *E. coli* OP50^79^. Worms were allowed to grow for 48 hours at 20°C to the young adult stage (48 hours post-L1) and were collected for all experiments described below.

### Assessment of growth rate, behaviors, and neuromorphology

#### Measurement of Body Length

This assay of body length was measured to assess growth rate. Here, worms grown to young adults were washed with M9 buffer and collected onto a microscope slide on 2% agarose pad, paralyzed with 3 mM levamisole (L9756; Sigma-Aldrich, USA). Images are obtained using a Nikon SMZ745T Trinocular stereomicroscope (Nikon Instruments, USA) equipped with a View4K high-definition camera and are imported into ImageJ for scoring, for measurement of body length by drawing a freehand line from the head to the tip of the tail along the worm midline axis. The assay was repeated in four independent worm preparations (n = 25–30 worms per replicate). All behavioral assays were later scored by trained observers in a blinded manner.

##### Locomotor Assay:

Locomotion was assessed, as we have established previously^79^. Synchronized L1 worms were grown on NGM plates and collected at the young adult stage. Worms were washed with S-basal buffer (composition: 5.85 g NaCl, 1 g K_2_HPO_4_, 6 g KH_2_PO_4_, 1 mL cholesterol [5 mg/mL in ethanol] per 1 L). Worms were transferred onto unseeded assay plates in drops of S-basal. Excess liquid was removed with Kimwipes, and the worms were allowed to acclimate for 5 minutes. Locomotor activity was quantified by counting body bends for 3 minutes. Data are expressed as body bends per 3 minutes. The assay was repeated in four independent worm preparations (n = 25–30 worms per replicate).

#### Repetitive Behavior Assay

The assay was carried out using the already established protocols of Balasingam and Messenger^80^. Repetitive behavior was defined as a head movement followed by a tail movement and another head movement (“head-tail-head” sequence), resulting in repetitive, stationary movements. Only spontaneous behaviors were counted; movements altered by contact with other worms were excluded to minimize variability. Worms were washed off a seeded plate into a siliconized 1.5 mL microcentrifuge tube and rinsed 2–3 times with M9 buffer to remove bacterial debris. They were then transferred onto fresh, unseeded NGM plates. The movements were observed for 1 minute, and the frequency of “head-tail-head” sequences was recorded per strain. The assay was repeated in four independent worm preparations (n = 25–30 worms per replicate).

#### Clumping and Bordering Behavior

Clumping and bordering behavior assays were done as stated by^69,81^. Six-centimeter NGM plates (2.1% agar) were seeded 24 hours prior with 50 μL OP50 in LB medium, producing a 10-mm diameter lawn. Between ~ 300–700 well-fed young adult worms were placed outside the lawn and allowed to roam for 3 hours at 20°C. After incubation, the percentage of worms exhibiting clumping (aggregation) and bordering (remaining at the lawn edge) was quantified from captured images. Images are obtained using a Nikon SMZ745T Trinocular stereomicroscope (Nikon Instruments, USA) equipped with a View4K high-definition camera and are imported into ImageJ for scoring. To ensure consistent quantification across all strains, a standardized grid overlay was applied to all images using ImageJ. This allowed for consistent quantification of worm distribution across all experimental plates. The total number of worms, clumped worms, and bordered worms was recorded using an ImageJ Cell Counter plugin. Here, we used the *npr-1(ad609) X* strain with loss of *npr-1*, causing worms to aggregate (clump and borders), as a positive control. The percentage (%) of worms in clumps or borders was calculated and used for data analysis. Experiments were repeated with 4 independent worm preparations.

#### DAPI Staining for Nuclear Morphology

DAPI (4′,6-diamidino-2-phenylindole) staining was used to assess nuclear integrity and count nuclei, following previously established protocols^82^. Briefly, young adult worms grown from synchronous L1 plates were collected and rinsed with M9 buffer. The worms were collected as pellets through centrifugation at 1000 × g for 60 seconds, and the supernatant was carefully removed. Worms were washed with 1 mL of distilled water, then fixed in 400 μL of 30% acetone for 15 minutes. After fixation, samples were centrifuged and washed twice with 500 μL distilled water. Worms were stained with 200 μL DAPI solution (10 μg/mL) for 15 minutes, followed by two washes. Stained worms were mounted on glass slides with 2% agar pad and covered with coverslips. Thereafter, worms were imaged under the Leica DM750 Fluorescence Microscope, imported to ImageJ for digital segmentation of neurons of the ventral nerve cord (VNC). The VNC neurons were distinguished from other non-neuronal cells by their typical smaller and highly condense appearance. Also, they appear in a ladder-like chain of repeating neuron pool on the ventral hypodermal ridge. We scored the number of viable VNC neurons by assessing nuclear morphology and size according to established methods^83,84^. Thereafter, 10–15 VNC neurons per worm were measured with the oval selection tool in ImageJ, and their averages were recorded. The assay was repeated in four independent worm preparations (n = 25–30 worms per replicate).

### Statistical analysis of body length, behavior, and neuromorphology

Analysis was performed using GraphPad Prism 8.0.2 (GraphPad Software, San Diego, CA, USA). Differences between groups were determined via one-way ANOVA, followed by Dunnett’s post hoc test for multiple comparisons. A *P* < 0.05 was considered statistically significant.

### Sample preparation for RNA-Seq

For -omics analysis, aged-synchronous nematodes were collected at the young adult stage from NGM plates. Approximately 20,000 worms were collected into 15 mL tubes with a solution of 85 mM NaCl with 0.1% Tween 20 to facilitate the removal of bacterial films, followed by a single wash in this solution. Subsequently, the samples were washed three times with 85 mM NaCl alone to remove residual debris. The worms were then transferred to 2.0 mL tubes, snap-frozen in liquid nitrogen, and stored at − 80°C. Samples were collected from three independent worm preparation/replicates. Samples were shipped on dry ice to GENEWIZ-Azenta Life Sciences (NJ, USA) for RNA-Sequencing.

### Total RNA-Sequencing Experiment

Information in this section is provided by GENEWIZ-Azenta Life Sciences, unless otherwise stated, when authors have performed additional analysis.

#### RNA extraction

Total RNA was extracted from the resulting lysates using the RNeasy Plus Universal Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA concentration was quantified using a Qubit 4.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), and RNA integrity was assessed using an Agilent 4200 TapeStation system (Agilent Technologies, Palo Alto, CA, USA).

#### Library Preparation and Sequencing

RNA sequencing libraries were prepared and sequenced by GENEWIZ-Azenta (South Plainfield, NJ, USA). Briefly, rRNA depletion was performed using the QIAGEN FastSelect rRNA HMR Kit (Qiagen, Germantown, MD, USA). Strand-specific libraries were constructed using the NEBNext Ultra II Directional RNA Library Prep Kit (NEB, Ipswich, MA, USA) following the manufacturer’s instructions. The enriched RNAs were fragmented for 8 minutes at 94°C. First-strand and second-strand cDNA were subsequently synthesized. The second strand of cDNA was marked by incorporating dUTP during the synthesis. cDNA fragments were adenylated at 3’ends, and an indexed adapter was ligated to the cDNA fragments. Limited-cycle PCR was used for library enrichment. The incorporated dUTP in the second-strand cDNA quenched the amplification of the second strand, which helped to preserve the strand specificity. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA) and quantified by using Qubit 4.0 Fluorometer (ThermoFisher Scientific, Waltham, MA, USA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The libraries were clustered on a flowcell and sequenced on an Illumina NovaSeq X Plus platform in a 2×150 bp paired-end configuration. Raw sequence data were converted to fastq files and de-multiplexed using Illumina's bcl2fastq 2.20 software.

#### Transcriptomics Data Analysis

Raw sequence reads were processed to remove low-quality bases and adapter sequences using Trimmomatic (v.0.36). High-quality, trimmed reads were then aligned to the *Caenorhabditis elegans* reference genome (available on ENSEMBL) using the STAR aligner (v.2.5.2b). To quantify gene expression, we used the feature Counts function within the Subread package (v.1.5.2), focusing on uniquely mapped reads that aligned to annotated exon regions. The resulting raw gene hit counts were used for differential expression analysis using the DESeq2 R package.

#### Statistical Analysis and Visualization

Comparisons between experimental groups were performed using the Wald test to calculate P-values, which were subsequently adjusted for multiple testing. Genes were classified as differentially expressed (DEGs) if they met the criteria of an adjusted P-value < 0.05 and an absolute log2 fold change > 1. Principal Component Analysis (PCA) was visualized using the plotPCA function in DESeq2, with the plot generated using the top 500 genes ranked by row variance. The data analyzed from GENEWIZ-Azenta was further processed for Gene Ontology (GO) analysis and visualizations on R version 4.3.1 (R Foundation) by the authors. GO functional classification analysis was performed using the clusterProfiler and org.Ce.eg.db R packages to categorize DEGs into Biological Process (BP), Molecular Function (MF), and Cellular Component (CC) ontologies. Further, the authors performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis using the Metascape database^38^. The enrichment results were sorted by *p*-value (P < 0.05) from smallest to largest, and the top 15 items are presented.

## Supplementary Material

This is a list of supplementary files associated with this preprint. Click to download.

- Ijomoneetal2026NatureStyleSupplInfo.docx
- Ijomoneetal2026SeqSupplementaryFile.xlsx

## Figures and Tables

**Figure 1:**
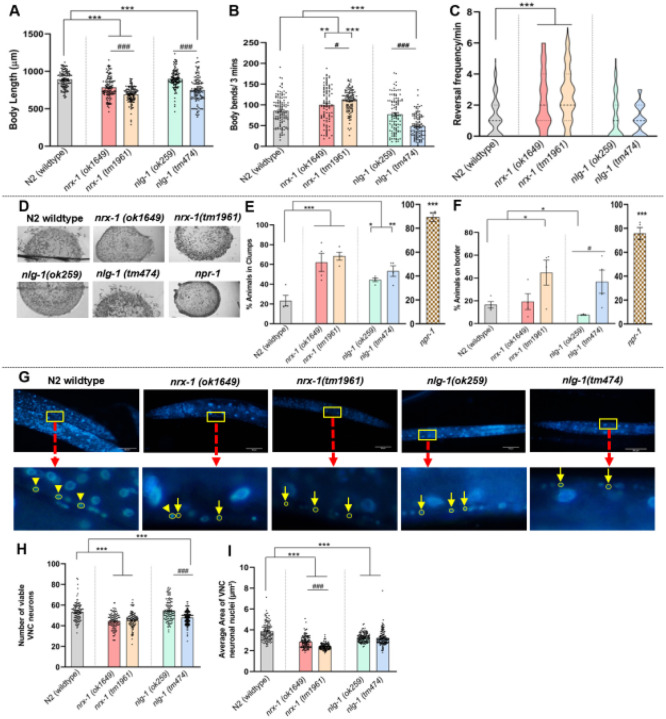
Growth rate, behavioral (motor, repetitive, and social), and neuromorphological phenotypes in *nrx-1* and *nlg-1* mutant *C. elegans*. **(A)** Reduced growth rate assessed by body length in young adults was observed in both *nrx-1* alleles compared to N2 (wild-type, WT), but only in the *nlg-1(tm474)* allele. Significant inter-allelic differences were detected within both *nrx-1* and *nlg-1* mutants. **(B)** Opposing effects are seen in locomotor activity, with *nrx-1* mutants showing increased activity (hyperlocomotion), whereas *nlg-1* mutants displayed reduced locomotion. **(C)** Both *nrx-1* alleles, but not *nlg-1* mutants, exhibited increased repetitive behavior. **(D–F)** Representative micrographs of worm social (bordering and clumping) behaviors; *npr-1* loss induces social aggregation and is shown for comparison with N2 **(D)**. Mutant strains exhibited a significant increase in clumping **(E)**, as well as increased bordering, which was more pronounced in *nrx-1 (tm1961)* and *nlg-1 (tm474)* **(F)**. **(G-I)** Representative fluorescence micrographs of DAPI-stained worms. Boxed regions show magnified views of ventral nerve cord (VNC) neurons. Arrowheads indicate viable neurons, while arrows indicate abnormal neurons **(G)**. Mutant strains exhibited a significant reduction in both the number **(H)** and size (area; **I**) of viable VNC neurons. *P<0.05, **P<0.01, ***P<0.001 compared to WT; ^#^P<0.05, ^##^P<0.01, ^###^P<0.001 comparing two alleles of the same strain (One-way ANOVA with Dunnett’s post hoc, and t-test where applicable).

**Figure 2:**
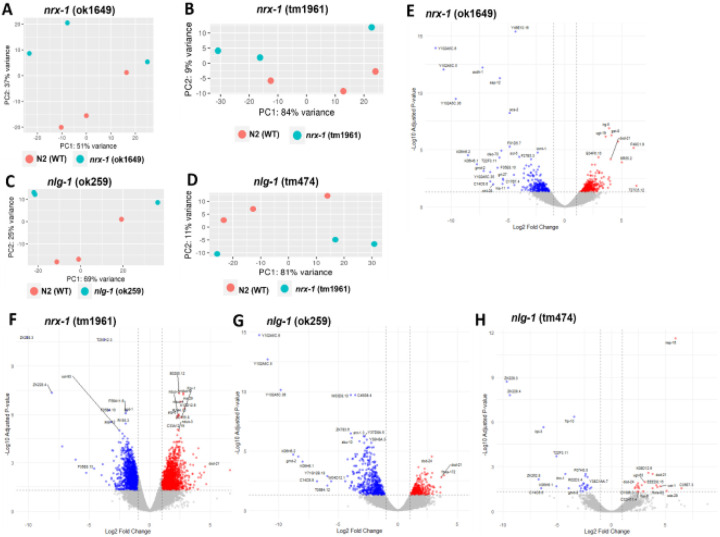
Differentially expressed genes (DEGs) in all mutant strains compared to N2 (WT). **(A-D)** PCA plots of all mutant strains showing similarity between respective samples based on the distance matrix. **(E-H)** Volcano plot of all DEGs. Red dots represent upregulated DEGs, blue dots represent downregulated DEGs, while grey dots indicate genes with no significant expression changes.

**Figure 3:**
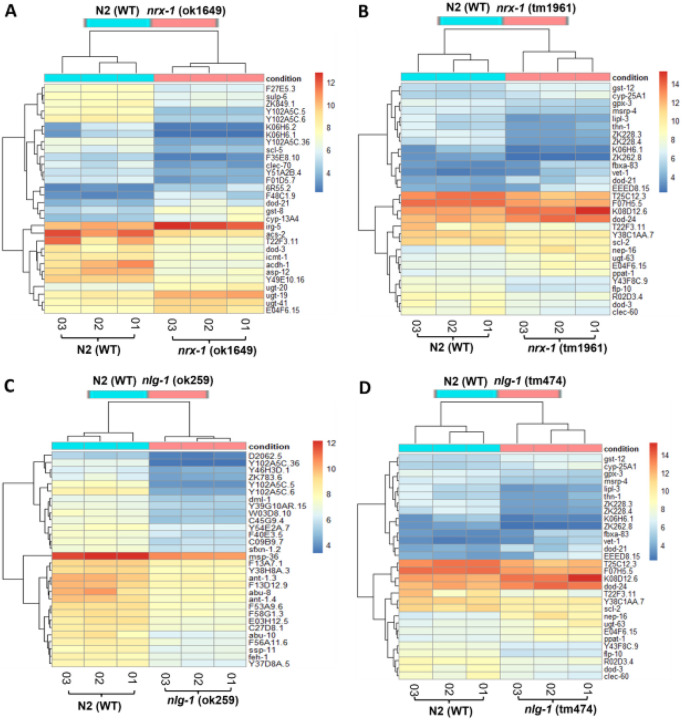
Bi-clustering of the top 30 DEGs for all mutant strains relative to WT. Degree of statistical significance is indicated with color patterns, with red indicating high statistical significance, while blue indicates lower significance closer to 0.05.

**Figure 4:**
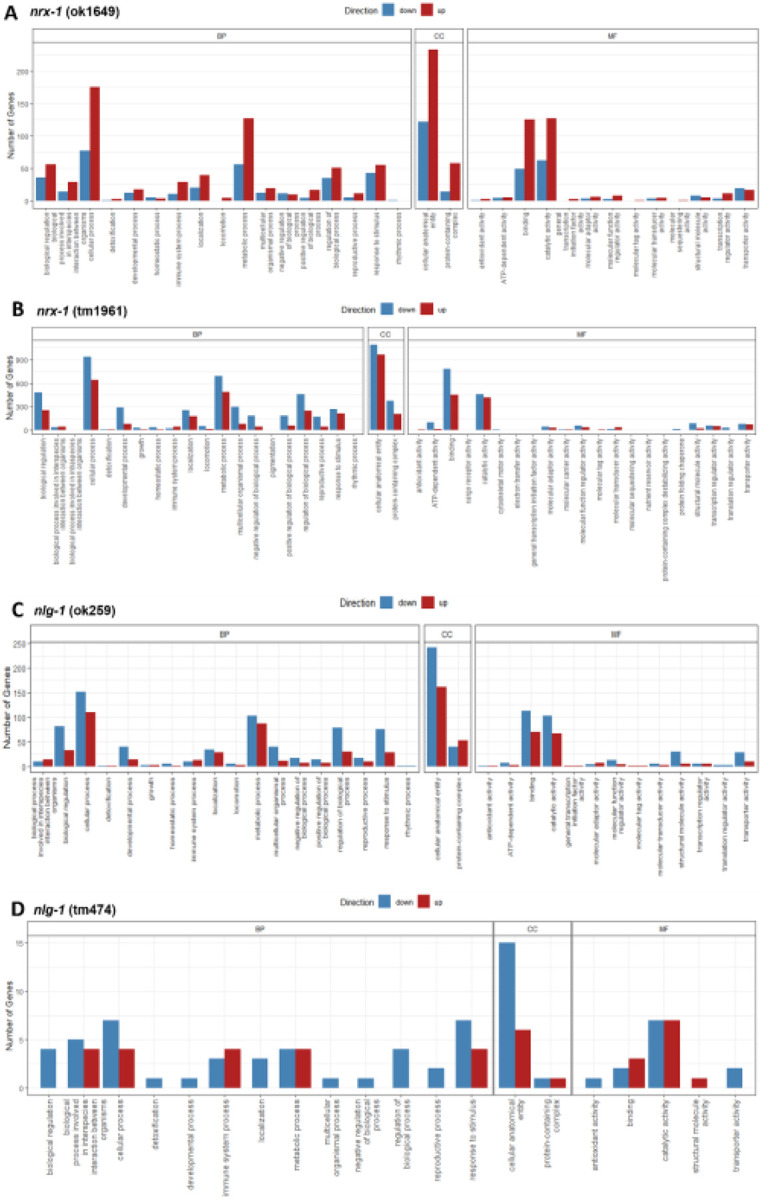
GO Functional Analysis of DEGs in *nrx-1* and *nlg-1* Mutants. Functional analysis of Biological Processes (BP), Cellular Components (CC), and Molecular Functions (MF) for the following strains: (A) *nrx-1* (ok1649), (B) *nrx-1* (tm1961), (C) *nlg-1* (ok259), and (D) *nlg-1*(tm474).

**Figure 5:**
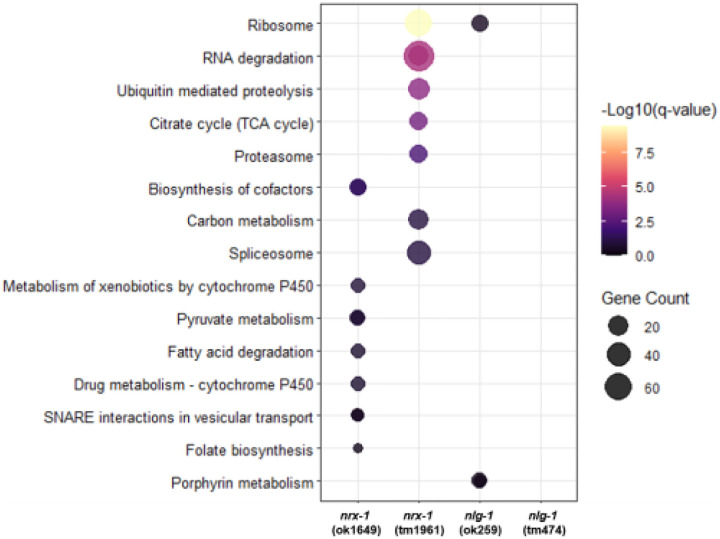
Top significantly enriched KEGG pathways of DEGs following *nrx-1/nlg-1* mutations in *C. elegans*. The four mutants are compared on the abscissa, while the enrichment pathways are displayed on the ordinate. Gene counts are represented by the size of the dot; the larger the dot, the larger the number of genes enriched in that particular pathway. The color of the dot represents the significance value of the enrichment of the pathways. Yellow indicates more significance.

**Figure 6:**
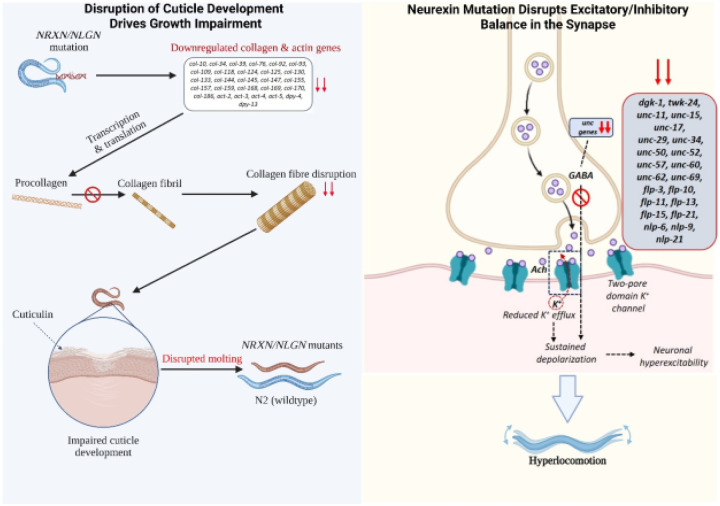
Schema of system-wide transcriptional reprogramming following loss of neurexin and neuroligin. Loss of *nrx-1* and *nlg-1* disrupts synaptic function and triggers coordinated transcriptional changes across multiple biological systems. Downregulation of genes involved in collagen and cuticle development impairs molting and organismal growth, while reduced expression of synaptic and neuronal signaling genes disrupts excitatory/inhibitory balance, contributing to altered locomotion and behavior. Concurrent activation of stress-response, immune, and metabolic pathways reflects a shift toward a stress-adaptive physiological state. Together, these changes are consistent with the idea that synaptic gene disruption is associated with molecular alterations and organism-level phenotypes (created in BioRender).

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. Sequencing data have been deposited in GEO (Gene Expression Omnibus) under accession number GSE330481. Data for the figures and supplementary figures are provided as a supplementary file.

How the deposited data were processed for this re-analysis (not part of the article)

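Total RNA of N2 and of 4 mutant strains, 3 libraries each, was sequenced by the authors from strand-specific libraries after depletion of rRNA. The authors trimmed the reads with Trimmomatic, aligned them with STAR to the *C. elegans* genome from Ensembl and counted uniquely mapped reads on annotated exons with featureCounts. The values the authors deposited are these raw counts per gene and library, without normalization. The paper's text names neither the Ensembl release nor the strand setting of the counting, so that genes overlapping on opposite strands are uncertain, as are near-identical genes, whose reads do not map uniquely. The authors tested the counts with DESeq2. The table lists 46756 genes, 31569 of them with counts. Positions and biotypes were taken from the Ensembl 115 annotation of WBcel235, which holds 46581 of the gene identifiers and lacks 175.

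Conditions and replicates came from the sample labels and the paper. Each mutant strain was compared with N2 in edgeR 4.0.16 under R 4.3.3, with TMM normalization, the filterByExpr filter on low counts and the quasi-likelihood test in its default (legacy) mode without a block, as 3 libraries against 3. Genes with an adjusted p (Benjamini-Hochberg) below 0.05 and an absolute log2 fold change above 1 were called DEGs. DESeq2 1.42.0 was used as an alternative test and for the variance stabilizing transformation behind the PCA, on the 500 genes of largest variance. Gene families were taken by name, over every member tested, and tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the families within a strain, with fry and an estimated correlation as alternatives. Sperm, yolk, oocyte and molting genes, also taken by name, served as markers of stage. Enrichment of ribosomal protein and proteasome genes among DEGs was tested with Fisher's exact test (two-sided) against the genes tested. The genes named are *nrx-1* and *nlg-1*, genes the paper names or shows in Fig. 3 (singly for lists of up to 5, otherwise the largest and smallest change of a list), the DEGs shared by all 4 strains, and for each strain the 3 higher and 3 lower DEGs with the smallest adjusted p among those whose mutant libraries all lie on one side of N2. Genes at the floor in strains of one repository, and the DEGs between alleles, were named after their values were seen.

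Replicates of a strain were checked for copies with a chi-square test over genes, and in all 15 pairs the statistic was at least 30.7 per degree of freedom. The labels give the same replicate numbers in every strain. In *nrx-1* (tm1961) the deviations of libraries from their group means were correlated with those of the N2 library of the same number (0.673, 0.182 and 0.633 for replicates 1, 2 and 3), and the fit with the replicate number as a block is given beside the results of that strain that it changes. The pairing rests on these correlations alone.

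The test was checked on simulated counts with 200 genes changed 4-fold. At the dispersion of the N2 libraries (0.124) edgeR recovered between 84.5% and 88.5% of them and DESeq2 between 85.5% and 90.5%. At the dispersion of the 6 libraries of each comparison edgeR recovered 0.500% for *nrx-1* (ok1649), 24.0% for *nrx-1* (tm1961), 2.50% for *nlg-1* (ok259) and 3.00% for *nlg-1* (tm474), with at most 1 false call, and DESeq2 31.0%, 46.5%, 28.5% and 36.0%, with 18 to 28 false calls. The dispersions within the strains were 0.448, 0.286, 0.453 and 0.379 in the same order. All strains were compared with the same N2 libraries, so unchanged strains were simulated against shared controls (20 simulations) to give the correlation that sharing alone brings. With 3 libraries against 3, the values of the groups do not overlap by chance in 10% of genes, and no exact permutation test of one gene can go below 0.1.

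Total counts ran from 10152578 to 26211067 per library. A gene with at most 3 counts in every library of a group was taken as at the floor, and its fold is given as a lower bound, which covers counting error only. The alternatives were DESeq2 on 6 and on 15 libraries, edgeR on 15 libraries, other normalizations, other filters on low counts, leaving out the genes over 5% of a library (*rpr-1*, R144.15 and ZC155.8), the replicate block, the adjusted p alone, each replicate left out in turn, other transformations and gene sets for the PCA, and, added later, the bias-adjusted test, the noncoding share as a covariate, protein-coding genes only and the enrichment among DEGs of the replicate block. GC content, the enrichment of GO terms and KEGG pathways and the other assays of the paper were not analysed here.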

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

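The tests of the noncoding share, of the relations within libraries of similar share, of gene length and of a strain variant were chosen only after the result was seen.

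Counts on noncoding RNA genes, which the paper does not discuss, reached 26.4053% of a *nrx-1* (tm1961) library, and all 3 libraries of that strain lay above all 3 N2 libraries (at most 5.497%). Among them are the RNA of the signal recognition particle, with up to 17.9% of a library, and *rpr-1*, the RNA of RNase P, with up to 5.39%. The shares of the 15 libraries fell into a cluster of 7 from 2.99% to 7.35% and one of 8 from 15.6% to 30.3%. N2 lies in the lower cluster and *nrx-1* (tm1961) in the higher one, and each other strain has libraries in both. With the share as a covariate in a fit over all libraries, 5 of the 18 families past the threshold in *nrx-1* (tm1961), the stage families included, stayed past it in the same direction (the *abu*, *col*, *dhs*, mitochondrial ribosomal protein and sperm genes) and 13 did not. This fit was repeated without each of the 15 libraries in turn. The *abu* and sperm genes stayed past the threshold of camera in the same direction in all 15 fits. Their medians were -1.99 and -0.61 over all libraries. The fit does not decide on the share as a cause of their fall, since the share went with stage markers. The mean log2 CPM of yolk genes was 13.9 in *nrx-1* (ok1649) replicate 1 (3.51%) and 6.84 and 7.65 in its others (21.0% and 25.3%). In *nlg-1* (ok259) it was 14.3 in replicate 1 (2.99%) and 5.14 and 6.91 in the others (30.3%). In *nlg-1* (tm474) it was 14.3 and 10.0 in replicates 1 and 3 (7.35% and 4.99%) and 9.80 in replicate 2 (20.3%). The covariate may thus take up stage. Fry and an estimated correlation, run without the covariate, did not call either family. The median of the *abu* genes was -3.69 without *nrx-1* (tm1961) replicate 1 and -0.66 without *nlg-1* (ok259) replicate 1, and that of the sperm genes -0.28 without *nrx-1* (tm1961) replicate 1, -1.04 without *nrx-1* (tm1961) replicate 2 and -1.004 without *nrx-1* (tm1961) replicate 3. The *col*, *dhs* and mitochondrial ribosomal protein genes, with medians of -0.95, 0.43 and 0.41, stayed past the threshold in the same direction in 13, 13 and 11 of these fits. The median of the *col* genes was -1.74 without N2 replicate 3, -1.76 without *nrx-1* (tm1961) replicate 1, -0.90 without *nrx-1* (tm1961) replicate 3 (below the threshold), -0.24 without *nlg-1* (ok259) replicate 1 (below the threshold) and -1.76 without *nlg-1* (tm474) replicate 3. It was 0.29 without N2 replicate 3 (below the threshold) and 0.16 without *nrx-1* (tm1961) replicate 3 (below the threshold) for the *dhs* genes, and 0.13 without N2 replicate 3 (below the threshold), 0.11 without *nrx-1* (tm1961) replicate 2 (below the threshold), -0.0017 without *nrx-1* (tm1961) replicate 3 (below the threshold) and 0.21 without *nlg-1* (ok259) replicate 1 (below the threshold) for the mitochondrial ribosomal protein genes. For all 18 families, the share of noncoding RNA and the mutation cannot be told apart. No library of that strain has a share within the N2 range. Within the higher cluster, the ribosomal protein genes fell with the share (Pearson's r -0.841, Spearman's rho -0.905, two-sided exact permutation p = 0.0101 and 0.00456), with r -0.708 without the 2 libraries farthest from the median share. After Benjamini-Hochberg adjustment over 12 such relations the exact permutation p was 0.121 for r and 0.0548 for rho, so that the relation fails the correction. Within the lower cluster r was 0.447 and rho 0.107 (exact permutation p = 0.321 and 0.840, adjusted 0.960 and 1.00), and r was -0.692 without the 2 farthest libraries. A difference between the RNA preparations and an effect of the mutation on noncoding RNA both stay open as sources of the share and were not tested.

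Other explanations were weighed for the DEGs and families of *nrx-1* (tm1961). The smallest N2 total, 22028366 counts, lay below the largest of the strain, 23094423, so that library size does not part the groups. With 0 DEGs in edgeR (3026 genes higher and 2539 lower at an unadjusted p below 0.05), this decides nothing about their number. Leaving out the few genes taking most of the counts also gave 0 DEGs (3329 higher and 2289 lower at an unadjusted p below 0.05), which decides nothing for the same reason. For the ribosomal protein genes the median of -1.23 lay below those of 10000 random lists matched on length and expression (-1.01 to 0.21). The lists drew genes independently, while the genes of a family deviate together, so their range is too narrow for such a family. How closely the lists matched these highly expressed genes was not checked. Gene length bias therefore stays open for them as well. For the mitochondrial ribosomal protein genes the median of 0.86 lay within the range of the matched lists, which began at 0.039 and had its middle at 0.73, so that gene length bias and a change of this family cannot be told apart. The same holds in *nrx-1* (ok1649), with a median of 0.94 and matched lists from 0.098 to 1.22, and in *nlg-1* (ok259), with 0.36 and -0.24 to 0.79. The median of the ribosomal protein genes in *nlg-1* (ok259), -1.33, lay below the -1.05 to -0.17 of its matched lists.

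The stage of the worm preparations was weighed with marker genes. The medians of the sperm, yolk, oocyte and molting genes were -0.83, 2.08, 0.51 and -0.95 in *nrx-1* (ok1649), -0.51, -1.49, -1.19 and -0.35 in *nrx-1* (tm1961), -1.72, 2.05, 0.36 and -0.24 in *nlg-1* (ok259) and -1.04, 2.29, 0.51 and 0.74 in *nlg-1* (tm474). With camera, 3 of the 4 sets passed the threshold in *nrx-1* (tm1961) (sperm, yolk and oocyte genes) and 1 in *nlg-1* (ok259) (sperm genes). The sperm genes also passed it in *nrx-1* (ok1649) and *nlg-1* (tm474). Camera's direction was down for the yolk and oocyte genes in *nrx-1* (ok1649) and *nlg-1* (ok259) and up for the molting genes in *nlg-1* (ok259), against the sign of their medians and not past the threshold. None of the sets passed with fry or with the estimated correlation in any strain. The medians of the sperm genes stayed negative in every strain under the alternatives run. Scaling by library totals turned the oocyte genes in *nrx-1* (ok1649) to -0.0047 and the molting genes in *nlg-1* (ok259) to 0.092. With the noncoding share as a covariate, the yolk and oocyte genes in *nrx-1* (tm1961) passed the threshold in the opposite direction (3.48 and 1.904). Single libraries changed a call or a direction as follows. The sperm genes changed in *nrx-1* (tm1961) without its replicate 1 (-0.18, below the threshold) and N2 replicate 3 (-0.43, below the threshold). The yolk genes changed in *nrx-1* (ok1649) without its replicate 1 (-3.19, past the threshold), in *nrx-1* (tm1961) without its replicate 1 (-0.96, below the threshold), in *nlg-1* (ok259) without its replicate 1 (-4.17, past the threshold) and in *nlg-1* (tm474) without its replicate 1 (-0.44), its replicate 2 (2.79, past the threshold), its replicate 3 (2.78, past the threshold) and N2 replicate 2 (2.66, past the threshold). The oocyte genes changed in *nrx-1* (ok1649) without its replicate 1 (-2.72, past the threshold) and N2 replicate 1 (0.24, past the threshold, direction down), in *nlg-1* (ok259) without its replicate 1 (-3.98, past the threshold), N2 replicate 1 (0.19, past the threshold, direction down) and N2 replicate 2 (0.45, past the threshold, direction down) and in *nlg-1* (tm474) without its replicate 1 (-0.78, past the threshold). The molting genes changed in *nrx-1* (ok1649) without its replicate 2 (-2.33, past the threshold), N2 replicate 1 (0.16) and N2 replicate 3 (-1.73, past the threshold), in *nrx-1* (tm1961) without its replicate 2 (0.077), its replicate 3 (0.12) and N2 replicate 1 (0.55), in *nlg-1* (ok259) without its replicate 1 (0.063) and N2 replicate 1 (0.56) and in *nlg-1* (tm474) without its replicate 1 (1.14, past the threshold), its replicate 2 (0.84, past the threshold), its replicate 3 (-1.98) and N2 replicate 1 (1.39, past the threshold). A difference in the stage of the worm preparations may contribute to the changes of gene families in *nrx-1* (tm1961) and *nlg-1* (ok259), but the direction of the yolk, oocyte and molting genes is not settled, since it turned with single libraries or with the share as a covariate. A change in the rate of development through the mutation would act on the same genes and was not tested.

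The *nrx-1* alleles differed in a direct test of one against the other, with 4 DEGs in edgeR (62 genes higher and 53 lower in *nrx-1* (tm1961) at an unadjusted p below 0.05) and 16 in DESeq2. The *nlg-1* alleles gave 0 in edgeR (64 higher and 46 lower in *nlg-1* (tm474) at an unadjusted p below 0.05) and 7 in DESeq2. All 4 DEGs between the *nrx-1* alleles are genes at the floor in one of them: Y102A5C.36 and Y102A5C.6, without counts in *nrx-1* (ok1649), and ZK228.3 and ZK228.4, with at most 2 counts in any *nrx-1* (tm1961) library. Y102A5C.36, Y102A5C.5 and Y102A5C.6, neighbours on chromosome V of WBcel235 from 16926922 to 16930063, had no counts in any library of *nrx-1* (ok1649) and *nlg-1* (ok259), both from the CGC, as is N2, where they had counts. Y102A5C.36 was at least 45.8-fold lower in *nrx-1* (ok1649) and at least 54.4-fold lower in *nlg-1* (ok259) than in N2. ZK228.3 and ZK228.4, on the same chromosome from 18458241 to 18465426, were at the floor in every library of *nrx-1* (tm1961) and *nlg-1* (tm474), both from the NBRP, ZK228.3 at least 62.7-fold and 50.5-fold lower. These genes were singled out after their values were seen. The 5 genes were at the floor in libraries of low and of high noncoding share alike, and *nrx-1* (ok1649) and *nlg-1* (ok259), and *nrx-1* (tm1961) and *nlg-1* (tm474), carry mutations of different genes. The pattern is in line with a strain variant against the reference in each pair of strains. The sequence of these strains was not analysed here, and an effect of the mutations on the genes was not tested.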

How the results depend on the processing

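The test, the comparisons, the normalization, the filter, the gene families and all alternatives but 4 were set before the data were examined. The 4 chosen after seeing the data were the bias-adjusted quasi-likelihood test, the noncoding share as a covariate, the restriction to protein-coding genes and the enrichment among DEGs of the replicate block. Camera takes the direction of a family from the mean of its genes' statistics, which can oppose the sign of the median, and "direction down" marks a positive median past the threshold where it did. The cause of the changes below was not tested unless a cause is named.

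Some gene families kept the direction of their median and their side of the threshold, in camera with the preset correlation, under all 15 alternatives that have a value for them, leaving out each replicate included and the 2 other set tests apart. Past the threshold these were the *abu* genes (from -2.95 to -1.92 in *nrx-1* (ok1649), from -4.01 to -1.67 in *nrx-1* (tm1961) and from -3.40 to -2.29 in *nlg-1* (ok259)), the *col* genes (from -1.56 to -0.41 in *nrx-1* (ok1649), from -1.51 to -0.53 in *nrx-1* (tm1961) and from -1.75 to -0.82 in *nlg-1* (ok259)), the *gst* genes (from 0.21 to 0.84 in *nrx-1* (ok1649) and from 0.37 to 0.69 in *nlg-1* (tm474)), the *dhs* genes (from 0.43 to 0.93 in *nrx-1* (tm1961)), the *flp* genes (from -0.76 to -0.28 in *nlg-1* (tm474)), the ribosomal protein genes (from -2.36 to -0.40 in *nlg-1* (ok259)), the mitochondrial ribosomal protein genes (from 0.47 to 1.08 in *nrx-1* (ok1649), from 0.41 to 1.12 in *nrx-1* (tm1961) and from 0.31 to 0.63 in *nlg-1* (ok259)), the *ant* genes (from -2.94 to -1.76 in *nrx-1* (ok1649) and from -3.24 to -2.13 in *nlg-1* (ok259)) and the sperm genes (from -1.26 to -0.69 in *nrx-1* (ok1649), from -1.81 to -1.37 in *nlg-1* (ok259) and from -1.35 to -0.88 in *nlg-1* (tm474)), and not past it the *gpx* genes (from 0.57 to 1.21 in *nrx-1* (ok1649), from 0.51 to 1.50 in *nrx-1* (tm1961) and from 0.31 to 1.13 in *nlg-1* (ok259)). The ribosomal protein genes in *nrx-1* (tm1961) (from -1.35 to 0.12) did so under 14 of the 15 alternatives, the exception being the noncoding share as a covariate. Leaving out 1 library moved the median by over 1.5 times for the *abu* genes in *nrx-1* (tm1961) without its replicate 1 (-4.01), the *col* genes in *nrx-1* (ok1649) without its replicate 1 (-1.56), its replicate 2 (-1.303), N2 replicate 2 (-0.41) and N2 replicate 3 (-1.098), the *col* genes in *nrx-1* (tm1961) without its replicate 1 (-1.51) and its replicate 3 (-0.53), the *gst* genes in *nrx-1* (ok1649) without its replicate 2 (0.35), its replicate 3 (0.21) and N2 replicate 3 (0.42), the *gpx* genes in *nrx-1* (ok1649) without its replicate 2 (0.67) and its replicate 3 (0.57), the *gpx* genes in *nrx-1* (tm1961) without its replicate 3 (0.77), the *flp* genes in *nlg-1* (tm474) without its replicate 1 (-0.28) and its replicate 3 (-0.76), the ribosomal protein genes in *nlg-1* (ok259) without its replicate 1 (-2.36), the mitochondrial ribosomal protein genes in *nrx-1* (ok1649) without its replicate 2 (0.60), its replicate 3 (0.47) and N2 replicate 3 (0.62), the mitochondrial ribosomal protein genes in *nrx-1* (tm1961) without its replicate 3 (0.48), the mitochondrial ribosomal protein genes in *nlg-1* (ok259) without its replicate 1 (0.59), the sperm genes in *nrx-1* (ok1649) without its replicate 1 (-1.26) and the *unc* genes in *nrx-1* (tm1961) without its replicate 1 (-1.18) and its replicate 3 (-0.43). Counting all results, 20 stayed on one side under every alternative they were computed for other than leaving out a replicate and 85 did not, and 43 stayed when each replicate was left out and 34 did not. The adjusted p alone and the bias-adjusted test changed none of the results computed under them. Of the results of *nlg-1* in the *nrx-1* strains, 4 changed, 3 of them newly past the threshold and 1 reversed.

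DESeq2 on the 6 libraries of a comparison gave, as DEGs, 369 higher and 233 lower in *nrx-1* (ok1649), 1641 higher and 1517 lower in *nrx-1* (tm1961), 207 higher and 427 lower in *nlg-1* (ok259) and 21 higher and 31 lower in *nlg-1* (tm474). Of the genes the paper names it called 44 in *nrx-1* (ok1649), 171 in *nrx-1* (tm1961), 47 in *nlg-1* (ok259) and 4 in *nlg-1* (tm474). It gave 4 genes higher and 3 lower in all 4 strains, and DEGs of one direction shared 390 by *nrx-1* (ok1649) and *nrx-1* (tm1961), 224 by *nrx-1* (ok1649) and *nlg-1* (ok259), 24 by *nrx-1* (ok1649) and *nlg-1* (tm474), 397 by *nrx-1* (tm1961) and *nlg-1* (ok259), 24 by *nrx-1* (tm1961) and *nlg-1* (tm474) and 16 by *nlg-1* (ok259) and *nlg-1* (tm474). Between the alleles it gave 16 DEGs for *nrx-1* and 7 for *nlg-1*. Among its DEGs were 49 ribosomal protein genes and 11 proteasome genes lower in *nrx-1* (tm1961), 3 proteasome genes higher there, and 2 ribosomal protein genes lower in *nlg-1* (ok259). In a single fit over all 15 libraries, DESeq2 gave 55 higher and 41 lower in *nrx-1* (ok1649), 13 higher and 9 lower in *nrx-1* (tm1961), 19 higher and 127 lower in *nlg-1* (ok259) and 7 higher and 26 lower in *nlg-1* (tm474), and of the paper's genes it called 8 in *nrx-1* (ok1649), 1 in *nrx-1* (tm1961), 4 in *nlg-1* (ok259) and 1 in *nlg-1* (tm474). The same fit in edgeR gave 2 lower in *nrx-1* (tm1961), 3 lower in *nlg-1* (ok259) and 3 lower in *nlg-1* (tm474), and of the paper's genes it called 1 in *nlg-1* (tm474). Without a filter on low counts, edgeR gave 132 higher and 175 lower in *nrx-1* (ok1649), 2 higher and 6 lower in *nrx-1* (tm1961), 9 lower in *nlg-1* (ok259) and 111 higher and 71 lower in *nlg-1* (tm474), and of the paper's genes it called 25 in *nrx-1* (ok1649), 1 in *nrx-1* (tm1961), 1 in *nlg-1* (ok259) and 4 in *nlg-1* (tm474). It put the number of families past the threshold at 17 in *nrx-1* (ok1649). With at least 10 counts in every library, and with protein-coding genes only, 0 genes passed as lower in *nrx-1* (ok1649), where 612 and 901 were lower at an unadjusted p below 0.05. A minimum in every library removes by construction the genes without counts in that strain. The counts of DEGs that are not given for an alternative, other than leaving out a replicate, were within 1.5 times those with edgeR on 6 libraries.

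Libraries of *nrx-1* (tm1961) and N2 with the same replicate number deviated together for replicates 1 and 3 (0.673 and 0.633), and weakly for replicate 2 (0.182). In the other strains, the correlations of library deviations with those of the N2 library of the same number were -0.180, 0.183 and 0.225 in *nrx-1* (ok1649), -0.331, 0.0490 and -0.406 in *nlg-1* (ok259) and -0.393, -0.141 and -0.672 in *nlg-1* (tm474). Those of replicates 2 and 3 of *nrx-1* (ok1649) were no smaller than that of replicate 2 of *nrx-1* (tm1961). The correlations therefore mark no pairing in the other strains, and none for replicate 2 of *nrx-1* (tm1961). With the replicate number as a block, edgeR gave 2605 DEGs higher and 2522 lower in *nrx-1* (tm1961) and called, of the paper's genes, 175 in *nrx-1* (tm1961). *nrx-1* and *nlg-1* had an adjusted p below 0.05 in that strain (log2 fold changes -0.95 and -1.32), and 0 genes were lower in *nrx-1* (ok1649), with 941 at an unadjusted p below 0.05. Among its DEGs in *nrx-1* (tm1961) were 48 ribosomal protein genes and 11 proteasome genes lower and 3 proteasome genes higher. The block took the *nlp* genes in *nlg-1* (ok259) (-0.34) below the threshold, reversed the *his* genes in *nrx-1* (ok1649) (-0.13), the yolk genes in *nrx-1* (ok1649) (-1.85), the yolk genes in *nlg-1* (ok259) (-2.94), the oocyte genes in *nrx-1* (ok1649) (-1.53), the oocyte genes in *nlg-1* (ok259) (-2.77), the molting genes in *nlg-1* (ok259) (0.026) and the molting genes in *nlg-1* (tm474) (-0.57), and changed no other call among the results computed under it, apart from genes given beside the paper's statements on *nrx-1* (tm1961).

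Across the fits that each left out one replicate, DEGs higher in *nrx-1* (ok1649) ran from 0 to 3582, DEGs lower in *nrx-1* (ok1649) ran from 0 to 4160 and the paper's genes called in *nrx-1* (ok1649) ran from 0 to 49. DEGs higher in *nrx-1* (tm1961) ran from 0 to 3164, DEGs lower in *nrx-1* (tm1961) ran from 0 to 2944 and the paper's genes called in *nrx-1* (tm1961) ran from 0 to 162. DEGs higher in *nlg-1* (ok259) ran from 0 to 3246, DEGs lower in *nlg-1* (ok259) ran from 0 to 3832 and the paper's genes called in *nlg-1* (ok259) ran from 0 to 58. The log2 fold change of *nrx-1* in *nrx-1* (tm1961) ran from -1.26 to -0.71, the log2 fold change of *nlg-1* in *nlg-1* (ok259) ran from -1.03 to -0.71 and families past the threshold in *nrx-1* (ok1649) ran from 10 to 17. The highest counts of DEGs came without replicate 1 of the strain. In *nrx-1* (tm1961) and *nlg-1* (ok259) each of the other fits gave 0, and in *nrx-1* (ok1649) 3 genes were lower without its replicate 2 and 0 without its replicate 3 or any N2 library. Replicate 1 of *nrx-1* (ok1649) and of *nlg-1* (ok259) had low noncoding shares (3.51% and 2.99%), and replicate 1 of *nrx-1* (tm1961) did not (23.8%). *nrx-1* in *nrx-1* (tm1961) had an adjusted p below 0.05 only without replicate 1 of that strain (-1.26), as did *nlg-1* in *nlg-1* (ok259) without replicate 1 of its strain (-0.93). *nlg-1* in *nlg-1* (tm474) moved to -3.32 without its replicate 3, and *nrx-1* in *nrx-1* (ok1649) to -0.92 without its replicate 2 and -0.89 without N2 replicate 3. The 17 families past the threshold in *nrx-1* (ok1649) were found without its replicate 1. At an unadjusted p below 0.05, 399 to 4640 genes were higher and 441 to 5098 lower in *nrx-1* (ok1649), 1515 to 4370 genes were higher and 1394 to 4234 lower in *nrx-1* (tm1961), 295 to 4545 genes were higher and 594 to 4967 lower in *nlg-1* (ok259) and 280 to 1980 genes were higher and 236 to 1569 lower in *nlg-1* (tm474) across these fits, and *nlg-1* (tm474) had 0 DEGs in each. For the *gst* genes in *nrx-1* (tm1961) the median ran from 0.62 to 0.90, with another call or direction without *nrx-1* (tm1961) replicate 2 (0.64) and N2 replicate 3 (0.79). For the *hsp* genes in *nrx-1* (tm1961) the median ran from -0.98 to -0.14, with another call or direction without *nrx-1* (tm1961) replicate 1 (-0.14), *nrx-1* (tm1961) replicate 2 (-0.62), N2 replicate 1 (-0.63) and N2 replicate 2 (-0.57). For the *flp* genes in *nrx-1* (ok1649) the median ran from -0.42 to 0.33, with another call or direction without *nrx-1* (ok1649) replicate 2 (-0.27), *nrx-1* (ok1649) replicate 3 (-0.42) and N2 replicate 3 (-0.21). For the *flp* genes in *nlg-1* (ok259) the median ran from -0.58 to -0.0054, with another call or direction without *nlg-1* (ok259) replicate 1 (-0.0054). For the *nlp* genes in *nlg-1* (ok259) the median ran from -0.41 to 0.43, with another call or direction without *nlg-1* (ok259) replicate 1 (0.43) and N2 replicate 2 (0.014, direction down). For the *his* genes in *nrx-1* (ok1649) the median ran from -0.82 to 0.18, with another call or direction without *nrx-1* (ok1649) replicate 1 (-0.82), *nrx-1* (ok1649) replicate 2 (-0.017), *nrx-1* (ok1649) replicate 3 (-0.043) and N2 replicate 3 (-0.15). For the *his* genes in *nlg-1* (ok259) the median ran from -1.41 to 0.21, with another call or direction without *nlg-1* (ok259) replicate 2 (0.13), *nlg-1* (ok259) replicate 3 (0.21) and N2 replicate 3 (-0.0091). For the *nhr* genes in *nrx-1* (tm1961) the median ran from 0.28 to 0.54, with another call or direction without *nrx-1* (tm1961) replicate 1 (0.28). For the sperm genes in *nrx-1* (tm1961) the median ran from -0.73 to -0.18, with another call or direction without *nrx-1* (tm1961) replicate 1 (-0.18) and N2 replicate 3 (-0.43). For the yolk genes in *nrx-1* (ok1649) the median ran from -3.19 to 2.38, with another call or direction without *nrx-1* (ok1649) replicate 1 (-3.19). For the yolk genes in *nrx-1* (tm1961) the median ran from -1.998 to -0.96, with another call or direction without *nrx-1* (tm1961) replicate 1 (-0.96). For the yolk genes in *nlg-1* (ok259) the median ran from -4.17 to 2.64, with another call or direction without *nlg-1* (ok259) replicate 1 (-4.17). For the yolk genes in *nlg-1* (tm474) the median ran from -0.44 to 2.79, with another call or direction without *nlg-1* (tm474) replicate 1 (-0.44), *nlg-1* (tm474) replicate 2 (2.79), *nlg-1* (tm474) replicate 3 (2.78) and N2 replicate 2 (2.66). For the oocyte genes in *nrx-1* (ok1649) the median ran from -2.72 to 0.71, with another call or direction without *nrx-1* (ok1649) replicate 1 (-2.72) and N2 replicate 1 (0.24, direction down). For the oocyte genes in *nlg-1* (ok259) the median ran from -3.98 to 0.92, with another call or direction without *nlg-1* (ok259) replicate 1 (-3.98), N2 replicate 1 (0.19, direction down) and N2 replicate 2 (0.45, direction down). For the oocyte genes in *nlg-1* (tm474) the median ran from -0.78 to 0.88, with another call or direction without *nlg-1* (tm474) replicate 1 (-0.78). For the molting genes in *nrx-1* (ok1649) the median ran from -2.33 to 0.16, with another call or direction without *nrx-1* (ok1649) replicate 2 (-2.33), N2 replicate 1 (0.16) and N2 replicate 3 (-1.73). For the molting genes in *nrx-1* (tm1961) the median ran from -3.03 to 0.55, with another call or direction without *nrx-1* (tm1961) replicate 2 (0.077), *nrx-1* (tm1961) replicate 3 (0.12) and N2 replicate 1 (0.55). For the molting genes in *nlg-1* (ok259) the median ran from -0.66 to 0.56, with another call or direction without *nlg-1* (ok259) replicate 1 (0.063) and N2 replicate 1 (0.56). For the molting genes in *nlg-1* (tm474) the median ran from -1.98 to 1.39, with another call or direction without *nlg-1* (tm474) replicate 1 (1.14), *nlg-1* (tm474) replicate 2 (0.84), *nlg-1* (tm474) replicate 3 (-1.98) and N2 replicate 1 (1.39).

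For the gene families, the rotation test fry put the number of families past the threshold, stage families included, at 2 in *nrx-1* (ok1649), 6 in *nrx-1* (tm1961), 1 in *nlg-1* (ok259) and 0 in *nlg-1* (tm474), and the correlation estimated from these libraries at 0 in *nrx-1* (ok1649), 0 in *nrx-1* (tm1961), 0 in *nlg-1* (ok259) and 0 in *nlg-1* (tm474). Neither test changes the medians. With the estimated correlation the families below the threshold that had passed it were the *abu* genes in *nrx-1* (ok1649) (-2.26), the *abu* genes in *nrx-1* (tm1961) (-2.26), the *abu* genes in *nlg-1* (ok259) (-2.81), the *col* genes in *nrx-1* (ok1649) (-0.63), the *col* genes in *nrx-1* (tm1961) (-0.89), the *col* genes in *nlg-1* (ok259) (-1.21), the *act* genes in *nrx-1* (tm1961) (-1.37), the *gst* genes in *nrx-1* (ok1649) (0.68), the *gst* genes in *nrx-1* (tm1961) (0.79), the *gst* genes in *nlg-1* (tm474) (0.55), the *dhs* genes in *nrx-1* (tm1961) (0.71), the *hsp* genes in *nrx-1* (tm1961) (-0.83), the *cct* genes in *nrx-1* (tm1961) (-1.24), the *flp* genes in *nlg-1* (ok259) (-0.41), the *flp* genes in *nlg-1* (tm474) (-0.45), the *unc* genes in *nrx-1* (tm1961) (-0.71), the *nlp* genes in *nlg-1* (ok259) (-0.075), the *his* genes in *nlg-1* (ok259) (-0.22), the ribosomal protein genes in *nrx-1* (tm1961) (-1.23), the ribosomal protein genes in *nlg-1* (ok259) (-1.33), the *lin* genes in *nrx-1* (tm1961) (-0.59), the *nhr* genes in *nrx-1* (tm1961) (0.44), the mitochondrial ribosomal protein genes in *nrx-1* (ok1649) (0.94), the mitochondrial ribosomal protein genes in *nrx-1* (tm1961) (0.86), the mitochondrial ribosomal protein genes in *nlg-1* (ok259) (0.36), the *ant* genes in *nrx-1* (ok1649) (-2.34), the *ant* genes in *nrx-1* (tm1961) (-1.76), the *ant* genes in *nlg-1* (ok259) (-2.90), the genes of the mitochondrial genome in *nrx-1* (tm1961) (2.16), the proteasome genes in *nrx-1* (tm1961) (-0.80), the sperm genes in *nrx-1* (ok1649) (-0.83), the sperm genes in *nrx-1* (tm1961) (-0.51), the sperm genes in *nlg-1* (ok259) (-1.72), the sperm genes in *nlg-1* (tm474) (-1.04), the yolk genes in *nrx-1* (tm1961) (-1.49) and the oocyte genes in *nrx-1* (tm1961) (-1.19). With fry, 28 of them were below it, and the *gpx* genes in *nrx-1* (ok1649) (1.06) newly passed it.

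With the noncoding share as a covariate in a fit over all 15 libraries, the medians of the *act* genes in *nrx-1* (tm1961) (0.39), the *hsp* genes in *nrx-1* (tm1961) (0.33), the *cct* genes in *nrx-1* (tm1961) (0.32), the *flp* genes in *nrx-1* (ok1649) (-0.34), the *his* genes in *nlg-1* (ok259) (0.48), the ribosomal protein genes in *nrx-1* (tm1961) (0.12), the *lin* genes in *nrx-1* (tm1961) (0.81), the proteasome genes in *nrx-1* (tm1961) (0.61), the yolk genes in *nrx-1* (tm1961) (3.48) and the oocyte genes in *nrx-1* (tm1961) (1.904) changed sign. The medians of the *gst* genes in *nrx-1* (tm1961) (0.36), the *unc* genes in *nrx-1* (tm1961) (-0.0043), the *nhr* genes in *nrx-1* (tm1961) (0.10), the *ant* genes in *nrx-1* (tm1961) (-1.22) and the genes of the mitochondrial genome in *nrx-1* (tm1961) (0.061) had the same direction and were no longer past the threshold. Newly past it were the yolk genes in *nrx-1* (ok1649) (2.50), the yolk genes in *nlg-1* (tm474) (4.51), the oocyte genes in *nrx-1* (ok1649) (1.21), the oocyte genes in *nlg-1* (tm474) (1.96) and the molting genes in *nrx-1* (tm1961) (-1.61). Of the families that changed sign, the *flp* genes in *nrx-1* (ok1649) were also newly past it (camera, adjusted p = 0.00116). The *lin* and proteasome genes in *nrx-1* (tm1961) (camera, adjusted p = 0.00393 and 1.08e-05) and the yolk and oocyte genes there passed it as higher. The same fit gave, as DEGs, 2 lower in *nrx-1* (tm1961), 1 lower in *nlg-1* (ok259) and 4 lower in *nlg-1* (tm474), called, of the paper's genes, 1 in *nlg-1* (tm474), and gave *nlg-1* log2 fold changes of 0.018 in *nrx-1* (tm1961) and 0.028 in *nlg-1* (ok259), where it had been negative. All 3 *nrx-1* (tm1961) libraries have higher shares than all N2 libraries, so for the families of that strain the share and the mutation cannot be told apart by this fit.

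DESeq2's size factors reversed the *his* genes in *nrx-1* (ok1649) (-0.013). Scaling by library totals reversed the *nlp* genes in *nlg-1* (ok259) (0.24, direction down), the *his* genes in *nrx-1* (ok1649) (-0.011), the oocyte genes in *nrx-1* (ok1649) (-0.0047) and the molting genes in *nlg-1* (ok259) (0.092) and put the yolk genes in *nlg-1* (tm474) (1.93) and the oocyte genes in *nlg-1* (ok259) (0.077, direction down) past the threshold. The restriction to protein-coding genes reversed the *nlp* genes in *nlg-1* (ok259) (0.056, direction down) and the *his* genes in *nrx-1* (ok1649) (-0.15) and put the oocyte genes in *nlg-1* (ok259) (0.33, direction down) past the threshold. Leaving out the genes over 5% of a library reversed the *nlp* genes in *nlg-1* (ok259) (0.031, direction down) and the *his* genes in *nrx-1* (ok1649) (-0.15), took the *hsp* genes in *nrx-1* (tm1961) (-0.42) below the threshold and put the oocyte genes in *nlg-1* (ok259) (0.34, direction down) past the threshold. A fit of edgeR on all 15 libraries reversed the *nlp* genes in *nlg-1* (ok259) (0.13, direction down) and the *his* genes in *nlg-1* (ok259) (0.16, direction down), took the *hsp* genes in *nrx-1* (tm1961) (-0.52) and the yolk genes in *nrx-1* (tm1961) (-1.52) below the threshold and put the oocyte genes in *nlg-1* (ok259) (0.75, direction down) past the threshold. At least 10 counts in every library took the *nlp* genes in *nlg-1* (ok259) (-0.10) and the *his* genes in *nlg-1* (ok259) (-0.043) below the threshold. Using no filter on low counts reversed the *his* genes in *nrx-1* (ok1649) (-0.21) and put the *flp* genes in *nrx-1* (ok1649) (0.070, direction down), the oocyte genes in *nrx-1* (ok1649) (0.26, direction down) and the oocyte genes in *nlg-1* (ok259) (0.36, direction down) past the threshold.

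In the PCA no test applies. PC1 and PC2 together held 86.5% for *nrx-1* (ok1649), 87.5% for *nrx-1* (tm1961), 88.2% for *nlg-1* (ok259) and 78.7% for *nlg-1* (tm474) with all tested genes, 88.2% for *nrx-1* (ok1649), 94.2% for *nrx-1* (tm1961), 95.1% for *nlg-1* (ok259) and 90.6% for *nlg-1* (tm474) with log2 CPM, and 87.9% for *nrx-1* (ok1649), 93.8% for *nrx-1* (tm1961), 94.5% for *nlg-1* (ok259) and 92.3% for *nlg-1* (tm474) with the rlog transformation.

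The depth limits genes with few counts. The smallest library held 10152578 counts, and the largest 26211067, both of *nlg-1* (tm474). A gene is called without counts at 3 or fewer, so the fold changes of such genes are only lower bounds.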

Differences from the paper's values

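In *nrx-1* (ok1649), edgeR's quasi-likelihood test gave 0 DEGs higher against the paper's 448 and 4 DEGs lower against the paper's 261 (2073 higher and 815 lower at an unadjusted p below 0.05). For the genes higher, the count within 1.5 times the paper's was 369 with DESeq2 on the 6 libraries of a comparison, and not under the other alternatives set before the data were examined. For the genes lower, the count within 1.5 times the paper's was 233 with DESeq2 on the 6 libraries of a comparison and 175 with no filter on low counts, and not under the other alternatives set before the data were examined.

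In *nrx-1* (tm1961), edgeR's quasi-likelihood test gave 0 DEGs higher against the paper's 1912 and 0 DEGs lower against the paper's 1497 (3026 higher and 2539 lower at an unadjusted p below 0.05). For the genes higher, the count within 1.5 times the paper's was 1641 with DESeq2 on the 6 libraries of a comparison and 2605 with the replicate number as a block, and not under the other alternatives set before the data were examined. For the genes lower, the count within 1.5 times the paper's was 1517 with DESeq2 on the 6 libraries of a comparison, and not under the other alternatives set before the data were examined.

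In *nlg-1* (ok259), edgeR's quasi-likelihood test gave 0 DEGs higher against the paper's 352 and 0 DEGs lower against the paper's 506 (1025 higher and 1235 lower at an unadjusted p below 0.05). For the genes higher, none of the alternatives set before the data were examined closed the gap. For the genes lower, the count within 1.5 times the paper's was 427 with DESeq2 on the 6 libraries of a comparison, and not under the other alternatives set before the data were examined.

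In *nlg-1* (tm474), edgeR's quasi-likelihood test gave 0 DEGs higher against the paper's 21 and 0 DEGs lower against the paper's 30 (829 higher and 512 lower at an unadjusted p below 0.05). For the genes higher, the count within 1.5 times the paper's was 21 with DESeq2 on the 6 libraries of a comparison, and not under the other alternatives set before the data were examined. For the genes lower, the count within 1.5 times the paper's was 31 with DESeq2 on the 6 libraries of a comparison and 26 with DESeq2 on all 15 libraries, and not under the other alternatives set before the data were examined.

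In all 4 strains, edgeR's quasi-likelihood test gave 0 DEGs higher against the paper's 4 and 0 DEGs lower against the paper's 4 (585 genes changed in one direction in all 4 at an unadjusted p below 0.05, 428 of them higher). For the genes higher, the count within 1.5 times the paper's was 4 with DESeq2 on the 6 libraries of a comparison, and not under the other alternatives set before the data were examined. For the genes lower, the count within 1.5 times the paper's was 3 with DESeq2 on the 6 libraries of a comparison, and not under the other alternatives set before the data were examined.

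Some directions also differed. The paper lists *unc-29*, *dgk-1* and *twk-24* as lower and *mrpl-40* as higher in *nrx-1* (tm1961). The log2 fold changes here were 1.19 for *unc-29*, -1.03 for *mrpl-40* and 1.22 for *twk-24*, opposite to the paper, and -1.12 for *dgk-1*, with an unadjusted p of 0.164 in edgeR. The paper counts *zig-11* among genes that were not lower in *nrx-1* (tm1961), and its log2 fold change was -1.50. *dpy-4* and *dpy-13* are given as lower in *nrx-1* (tm1961), where their unadjusted p was above 0.05. *dgk-1*, *dpy-4* and *dpy-13* were called as lower in *nrx-1* (tm1961) with the replicate number as a block (-1.51, -3.10 and -3.04) and without replicate 1 of the strain (-2.28, -4.87 and -4.77). They were called in no other fit that left out a single library. An unadjusted p above 0.05 was also that of *mrpl-15* and *mrps-12*, given as higher in *nlg-1* (ok259). *mrps-13*, given as higher in *nrx-1* (tm1961), had too few counts to be tested there. The paper reports the ribosome pathway as enriched in *nlg-1* (ok259), while 2 ribosomal protein genes were among the 427 lower DEGs of DESeq2, an odds ratio of 0.974. Mitochondrial ribosomal protein genes were not counted in that test. As a set the ribosomal protein genes were lower there, with a median of -1.33 (camera, adjusted p = 7.53e-14, fry, adjusted p = 0.186). Of the genes the paper names, DESeq2 on the 6 libraries called 44 in *nrx-1* (ok1649), 171 in *nrx-1* (tm1961), 47 in *nlg-1* (ok259) and 4 in *nlg-1* (tm474), and edgeR with the replicate block called 175 in *nrx-1* (tm1961). DESeq2 on all 15 libraries called 8 in *nrx-1* (ok1649), 1 in *nrx-1* (tm1961), 4 in *nlg-1* (ok259) and 1 in *nlg-1* (tm474), edgeR without a filter on low counts 25 in *nrx-1* (ok1649), 1 in *nrx-1* (tm1961), 1 in *nlg-1* (ok259) and 4 in *nlg-1* (tm474), edgeR on all 15 libraries 1 in *nlg-1* (tm474), and edgeR without replicate 1 of the strain 49 in *nrx-1* (ok1649), 162 in *nrx-1* (tm1961) and 58 in *nlg-1* (ok259). The noncoding share as a covariate, chosen after seeing the values, called 1 in *nlg-1* (tm474). On the 6 libraries edgeR called 0 of them in each strain, with 51, 177, 63 and 5 at an unadjusted p below 0.05 in *nrx-1* (ok1649), *nrx-1* (tm1961), *nlg-1* (ok259) and *nlg-1* (tm474).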

Other observations

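The counts of splits with DESeq2, the simulation of shared N2 libraries, the comparison of pairs of strains by gene and repository and the relations within clusters of libraries were chosen only after the result was seen.

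Each comparison of 3 libraries with 3 has 10 splits, so that the share of splits with as many DEGs is never below 0.1 and a chance assignment of the libraries cannot be excluded. With edgeR, 1 of the 10 splits, the real one, gave as many DEGs as the 4 in *nrx-1* (ok1649). It was 10 of 10 in *nrx-1* (tm1961), *nlg-1* (ok259) and *nlg-1* (tm474), where the real split gave 0 (5565, 2260 and 1341 genes at an unadjusted p below 0.05). With DESeq2 it was 1 of 10 in *nrx-1* (ok1649), *nrx-1* (tm1961) and *nlg-1* (ok259) and 2 of 10 in *nlg-1* (tm474). In *nrx-1* (ok1649) the real split gave 602 DEGs with DESeq2, and 599 came from setting N2 replicates 1 and 2 and *nrx-1* (ok1649) replicate 1, the 3 libraries with the lowest noncoding shares of that comparison, against the rest. In *nlg-1* (ok259) it gave 634, and 620 came from setting N2 replicate 1 and *nlg-1* (ok259) replicates 2 and 3 against the rest. In *nlg-1* (tm474) it gave 52, while the 3 libraries with the lowest noncoding shares, N2 replicates 1 and 2 and *nlg-1* (tm474) replicate 3, against the rest gave 2057 with DESeq2 and 462 with edgeR. The share of *nlg-1* (tm474) replicate 3, 4.99%, lies close to that of N2 replicate 3 among the rest, 5.497%. The molting genes also part these libraries, with higher levels in the 3 than in the rest, so this split cannot be laid to the share. No comparison within the libraries of high share can be had, since no N2 library is among them. With the share as a covariate in edgeR, *nlg-1* (tm474) had 0 DEGs higher and 4 lower (2002 and 1235 at an unadjusted p below 0.05). Whether the replicate numbers pair the libraries of *nrx-1* (tm1961) with those of N2 rests on correlations of their deviations alone (0.673, 0.182 and 0.633). If they do, the real split of that strain parts all 3 pairs. It gave 3158 DEGs with DESeq2. The 3 other splits that part all pairs gave 1, 0 and 0 (23, 34 and 422 genes at an unadjusted p below 0.05 in edgeR). The other 6 part 1 pair, and of these N2 replicates 1 and 2 and *nrx-1* (tm1961) replicate 1 against the rest gave 2381 with DESeq2 and 727 with edgeR.

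The libraries of one strain differed along a direction that followed stage marker genes. Over the 15 libraries, with the mean of each strain taken off, the first principal component of the genes outside the marker sets had Pearson's r 0.879 and Spearman's rho 0.864 with the oocyte genes (permutation p = 7.00e-04 for r, adjusted 0.00140, and 5.40e-04 for rho, adjusted 0.00108, with r 0.813 without the 2 farthest libraries). It had Pearson's r 0.859 and Spearman's rho 0.839 with the yolk genes (permutation p = 0.00385 for r, adjusted 0.00513, and 0.00452 for rho, adjusted 0.00603, with r 0.777 without the 2 farthest libraries). It had Pearson's r -0.964 and Spearman's rho -0.946 with the molting genes (permutation p = 1.50e-04 for r, adjusted 6.00e-04, and 1.50e-04 for rho, adjusted 6.00e-04, with r -0.960 without the 2 farthest libraries) and Pearson's r 0.348 and Spearman's rho 0.296 with the sperm genes (permutation p = 0.290 for r, adjusted 0.290, and 0.371 for rho, adjusted 0.371, with r 0.649 without the 2 farthest libraries). The permutations were two-sided and kept libraries within their strain, and the adjustment (Benjamini-Hochberg) was over these 4 relations. The relations were computed again within the 7 libraries of lower and the 8 of higher noncoding share, given in this order, with the adjustment over 8 relations. Here the permutations took all orderings of a cluster's libraries, not only those within strains. Deviations from strain means are not freely exchangeable between strains, so the p within clusters are descriptive only. For the oocyte genes r was 0.899 and 0.845 (exact permutation p = 0.0101 and 0.00521, adjusted 0.0162 and 0.0104) and rho 0.964 and 0.762 (exact permutation p = 0.00278 and 0.0368, adjusted 0.0111 and 0.0420), with r 0.823 and 0.887 without the 2 farthest libraries. For the yolk genes r was 0.856 and 0.846 (exact permutation p = 0.0202 and 0.00459, adjusted 0.0270 and 0.0104) and rho 0.929 and 0.881 (exact permutation p = 0.00675 and 0.00724, adjusted 0.0145 and 0.0145), with r 0.725 and 0.814 without the 2 farthest libraries. For the molting genes r was -0.978 and -0.981 (exact permutation p = 0.00159 and 1.98e-04, adjusted 0.00635 and 0.00159) and rho -0.893 and -0.976 (exact permutation p = 0.0123 and 3.97e-04, adjusted 0.0197 and 0.00317), with r -0.912 and -0.970 without the 2 farthest libraries. For the sperm genes r was 0.365 and 0.711 (exact permutation p = 0.406 and 0.0415, adjusted 0.406 and 0.0475) and rho 0.250 and 0.762 (exact permutation p = 0.595 and 0.0368, adjusted 0.595 and 0.0420), with r -0.821 and 0.539 without the 2 farthest libraries. A difference in the stage of the worm preparations is a candidate explanation of this spread between libraries of one strain, as a hypothesis found and tested on the same libraries. It does not reach the difference between strains, whose means were taken off.

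The log2 fold changes of the strains were alike beyond what shared N2 libraries alone gave in simulation. Pearson's r across genes ran from 0.708 to 0.882 over the 6 pairs of strains and Spearman's rho from 0.701 to 0.891, against at most 0.287847 for r between unchanged strains simulated with shared N2 libraries. The simulation drew genes independently, while in these libraries genes deviate together, so that shared N2 libraries and a change common to the strains cannot be told apart. Of the 6 pairs, the strains from the NBRP, *nrx-1* (tm1961) and *nlg-1* (tm474), had the lowest r (0.708) and the strains from the CGC, *nrx-1* (ok1649) and *nlg-1* (ok259), the highest (0.882). The alleles of *nrx-1* had 0.800 and those of *nlg-1* 0.731. The pairs that share neither gene nor repository had 0.786 (*nrx-1* (ok1649) and *nlg-1* (tm474)) and 0.800 (*nrx-1* (tm1961) and *nlg-1* (ok259)). Over the 15 fits that each left out 1 library, their lowest r was 0.477. It lies above the largest simulated value, but that value rests on genes drawn independently and is no bound for shared N2 libraries. Likeness in pairs that share neither argues against repository of origin and against the mutated gene as the whole source of these r values. A part played by either stays open, because the order of the pairs rests on single libraries. Without replicate 2 of *nlg-1* (tm474), r of that strain was 0.477 with *nrx-1* (ok1649), 0.308 with *nrx-1* (tm1961) and 0.402 with *nlg-1* (ok259), and leaving out replicate 1 of *nlg-1* (ok259) gave the CGC strains 0.713, below the *nrx-1* alleles. Of the smaller of their sets of DESeq2 DEGs, the NBRP strains shared 46.2% and the CGC strains 37.2%, the alleles of *nrx-1* 64.8% and those of *nlg-1* 30.8%, and the pairs that share neither 46.2% and 62.6%. These sets held 52 to 634 genes and no spread was computed, so the percentages decide nothing about repository of origin as a source of shared DEGs. Genes are not independent replicates.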
